# Identification of Tumor-Suppressive *miR-139-3p-*Regulated Genes: *TRIP13* as a Therapeutic Target in Lung Adenocarcinoma

**DOI:** 10.3390/cancers15235571

**Published:** 2023-11-24

**Authors:** Yoko Hagihara, Yuya Tomioka, Takayuki Suetsugu, Masahiro Shinmura, Shunsuke Misono, Yusuke Goto, Naoko Kikkawa, Mayuko Kato, Hiromasa Inoue, Keiko Mizuno, Naohiko Seki

**Keywords:** microRNA, lung adenocarcinoma, passenger strand, *miR-139-3p*, *TRIP13*

## Abstract

**Simple Summary:**

Based on the miRNA expression signature of LUAD, we focused on *miR-139-3p*, a passenger strand, and clarified its tumor-suppressive function in lung adenocarcinoma (LUAD) cells. A total of the 21 target genes (*KRT80*, *CENPM*, *SPC24*, *ORC1*, *MYEOV*, *TRIP13*, *GPX8*, *ARHGEF39*, *MKI67*, *KIF18B*, *CHAF1B*, *CP*, *GPRIN1*, *UCK2*, *CHEK1*, *HELLS*, *CTSV*, *FAM111B*, *SLC16A3*, *MELK*, and *CENPF*) were identified as *miR-139-3p* targets in LUAD, and the expression of these genes was as independent prognostic factor for patient survival. Moreover, inhibition of *TRIP13* using a specific inhibitor (DCZ0415) enhanced the sensitivity of LUAD cells to anticancer drugs.

**Abstract:**

Analyses of our microRNA (miRNA) expression signature combined with The Cancer Genome Atlas (TCGA) data revealed that both strands of pre-*miR-139* (*miR-139-5p*, the guide strand, and *miR-139-3p*, the passenger strand) are significantly downregulated in lung adenocarcinoma (LUAD) clinical specimens. Functional analyses of LUAD cells ectopically expressing *miR-139-3p* showed significant suppression of their aggressiveness (e.g., cancer cell proliferation, migration, and invasion). The involvement of the passenger strand, *miR-139-3p*, in LUAD pathogenesis, is an interesting finding contributing to the elucidation of unknown molecular networks in LUAD. Of 1108 genes identified as *miR-139-3p* targets in LUAD cells, 21 were significantly upregulated in LUAD tissues according to TCGA analysis, and their high expression negatively affected the prognosis of LUAD patients. We focused on thyroid hormone receptor interactor 13 (TRIP13) and investigated its cancer-promoting functions in LUAD cells. Luciferase assays showed that *miR-139-3p* directly regulated TRIP13. siRNA-mediated *TRIP13* knockdown and TRIP13 inhibition by a specific inhibitor (DCZ0415) attenuated the malignant transformation of LUAD cells. Interestingly, when used in combination with anticancer drugs (cisplatin and carboplatin), DCZ0415 exerted synergistic effects on cell proliferation suppression. Identifying the molecular pathways regulated by tumor-suppressive miRNAs (including passenger strands) may aid in the discovery of diagnostic markers and therapeutic targets for LUAD.

## 1. Introduction

Lung cancer is the leading cause of cancer-related death worldwide, with approximately 2.3 million new cases of lung cancer and 1.8 million lung cancer-related deaths each year [1]. Patient prognosis is extremely poor, with a 5-year overall survival rate of only 5% for patients with metastatic cancer. Even in patients whose tumors are localized to the lungs, the overall survival rate ranges from 33% to 60% [2]. According to the histological classification of lung cancer, approximately 85% of all lung cancers are non-small-cell lung cancer (NSCLC), the majority of which are lung adenocarcinoma (LUAD) [3]. The treatment methods for LUAD include surgery, radiotherapy, chemotherapy, molecular targeted therapy, and immunotherapy, and the treatment strategy is determined by the disease stage and the presence or absence of driver gene mutations [3]. Molecularly targeted drugs that address genetic mutations in driver genes are being developed rapidly, and many patients will benefit from these drugs [3]. However, in the past, cytotoxic anticancer drugs were the mainstay of drug therapy for advanced-stage LUAD in which molecularly targeted drugs were not applicable. Recently, the effectiveness of immunotherapy has been confirmed, and immunotherapy alone or in combination with anticancer drugs is being used to treat LUAD [4]. It is essential to develop new treatment regimens that increase the effectiveness of anticancer drugs for advanced-stage patients without driver gene mutations.

In the post-genomic era, it has been discovered that the human genome contains an extremely large number of functional RNAs that do not encode proteins. We realized the importance of clarifying their functions in normal and diseased cells [5]. microRNAs (miRNAs) are short (~22 nucleotides) non-coding RNAs that act mainly as gene expression regulators at the post-transcriptional level in a sequence-dependent manner [6]. A single miRNA controls the expression of many different types of genes, and miRNAs play important roles in physiological cellular processes [7].

Numerous studies have shown that the aberrant expression of miRNAs is closely involved in cancer cell malignant transformation, e.g., proliferation, invasion, metastasis, and drug resistance [8]. Traditionally, it was thought that only the guide strand of miRNAs derived from pre-miRNAs was functional in cells, and therefore, cancer research has been focused on the guide strands. Our recent studies revealed that the passenger strand of miRNAs derived from pre-miRNAs is intricately involved in the molecular pathogenesis of human cancers, including lung cancer [9,10]. We can uncover new molecular pathways in cancer cells by examining the molecules regulated by both strands of miRNAs derived from pre-miRNAs.

Recently, we created a miRNA expression signature based on LUAD tissues using RNA sequencing [10]. Analysis of this signature showed that both the guide and passenger strands of pre-*miR-139* (*miR-139-5p* and *miR-139-3p*, respectively) were downregulated in LUAD tissues. Focusing on *miR-139-3p*, we have identified its tumor-suppressive roles and cancer-promoting target genes in various cancer types (e.g., bladder cancer, renal cell carcinoma, oral cancer, and colorectal cancer) [11,12,13,14]. A unique feature of miRNAs is that the target genes of a specific miRNA differ depending on the cell. Our previous studies confirmed that the same tumor-suppressive miRNA regulates different genes depending on the cancer type [11,12,13,14]. The aim of this study was to confirm the tumor-suppressive function of *miR-139-3p* and to clarify the molecular networks controlled by *miR-139-3p* in LUAD cells. Ectopic expression of *miR-139-3p* in cancer cells significantly blocked proliferation and induced cell cycle arrest and apoptosis. Regarding *miR-139-3p* target genes, thyroid hormone receptor interactor 13 (*TRIP13*) was found to be directly regulated by tumor-suppressive *miR-139-3p* in LUAD cells. Aberrant expression of TRIP13 facilitated the malignant transformation of LUAD cells. Importantly, a TRIP13-specific inhibitor (DCZ0415) exerted synergistic effects on the suppression of cell proliferation when used in combination with various anticancer drugs (e.g., cisplatin and carboplatin).

Exploring the oncogenic networks controlled by tumor-suppressive miRNAs, including the passenger strands, will facilitate the identification of therapeutic target molecules for LUAD.

## 2. Materials and Methods

### 2.1. miRNA Expression and Clinical Significance in Patients with LUAD Using an In Silico Database Analysis

We recently created a miRNA expression signature based on LUAD clinical specimens using RNA sequencing [10]. Using this signature, we selected miRNAs with suppressed expression in LUAD tissues. The expression of miRNAs and genes in LUAD clinical tissues was analyzed using the following databases: The Cancer Genome Atlas (TCGA) (https://www.cancer.gov/tcga, accessed on 17 January 2023), FIREBROWSE (http://firebrowse.org/, accessed on 17 January 2023), and Genomic Data Commons Data Portal (https://portal.gdc.cancer.gov/, accessed on 17 January 2023). Overall survival data were obtained from cBioPortal (https://www.cbioportal.org/, accessed on 17 January 2023) and OncoLnc (http://www.oncolnc.org/) (data downloaded on 17 January 2023).

### 2.2. Functional Assay of miRNAs and miRNA Target Genes in LUAD Cells

Two LUAD cell lines, A549 and H1299, were used in the functional assays in this study (American Type Culture Collection, Manassas, VA, USA). Small RNAs (miRNAs and siRNAs) were transfected into LUAD cell lines, and cell proliferation, migration, and invasion were evaluated and compared with those of control cells. The transfection procedures of miRNAs and siRNAs were described in our previous studies [10,15,16,17]. All miRNA precursors were transfected at 10 nM, and all siRNAs were transfected at 5 nM into A549 and H1299 cell lines using RNAiMAX (Invitrogen, Carlsbad, CA, USA). Mock was a group without precursors or siRNAs. Cell cycle analysis was performed using a flow cytometer (BD FACSCelestaTM Flow Cytometer, BD Biosciences, Franklin Lakes, NJ, USA). Details of the cell functional assays are described in our previous paper [10,15,16,17]. The reagents used for these analyses are listed in Table S1.

### 2.3. Identification of Oncogenic Targets Regulated by miR-139-3p in LUAD Cells

To identify putative gene targets controlled by *miR-139-3p* in LUAD, we used TargetScanHuman v8.0 (https://www.targetscan.org/vert_80/, accessed on 24 May 2023) and a gene expression profile from the GEO database (GEO accession number: GSE242241). This expression profile comprises genes whose expression was altered after *miR-139-3p* transfection into A549 cells.

We used GeneCodis4 software to infer the molecular functions of the *miR-139-3p* target genes [18]. Gene set enrichment analysis software was used to infer the molecular pathways controlled by these genes [19,20].

### 2.4. Dual-Luciferase Reporter Assay

We conducted a dual-luciferase reporter assay to confirm that *miR-139-3p* binds directly to the 3′UTR of the *TRIP13* gene. The *miR-139-3p*-binding sequence cloned into the psiCHEK2 vector (C8021; Promega, Madison, WI, USA) is shown in Figure S1. 

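The mRNA sequence printed in Figure S1 runs from base 1261 to base 1800 of the *TRIP13* transcript. Its coding frame ends with the stop codon TGA at bases 1412 to 1414, which leaves 386 bases of printed 3′UTR. Bases 2 to 8 of *miR-139-3p*, counted from 1 at its 5′ end as written in Figure 1B, read GGAGACG, and their reverse complement is CGTCTCC. This sequence occurs 1 time in the printed 3′UTR, at bases 73 to 79 counted from the base after the stop codon and at bases 1487 to 1493 of the mRNA. With 20 bases on either side, the site reads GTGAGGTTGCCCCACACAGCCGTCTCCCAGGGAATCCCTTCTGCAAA. The wild-type insert of 62 bases holds the site 1 time. The deletion-type insert has 55 bases, 7 fewer, and holds the site 0 times.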

The dual-luciferase reporter assay procedure was described in our previous studies [10,15,16,17]. Transfection of the purified plasmid vectors into LUAD cells was performed using Lipofectamine 2000 (Invitrogen) at 50 ng/well. After 72 h of transfection, we conducted dual-luciferase reporter assays using the Dual Luciferase Reporter Assay System (Promega). The reagents used for these analyses are listed in Table S1.

### 2.5. Anticancer Effects of DCZ0415 in LUAD Cells

To determine the anticancer effects of cisplatin, carboplatin, and DCZ0415 (TRIP13 inhibitor) in LUAD cells, XTT assays were conducted. XTT assays using Cell Proliferation Kits (catalog no.: 20-300-1000, Biological Industries, Beit-Haemek, Israel) were performed to assess cell proliferation. LUAD cells were plated at 4.0 × 104 cells per well in 96-well plates. Then, the half-maximal inhibitory concentration (IC50) values of these drugs were calculated using GraphPad Prism8 software.

### 2.6. Western Blotting and Immunohistochemistry

The procedures for Western blotting and immunohistochemistry have been described in our previous studies [10,15,16,17]. LUAD cell lysates were prepared using a RIPA Lysis Buffer System (catalog no.: sc-24948, Santa Cruz Biotechnology Inc., Dallas, TX, USA). Protein concentrations were measured using a PierceTM BCA Protein Assay Kit (catalog no.: 23227, Thermo Fisher Scientific, Rockford, IL, USA). Protein (20 μg) was injected into each well of SuperSepTM Ace (7.5%, 13 well) (catalog no.: 198-14941, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) and electrophoresis was performed. Precision Plus ProteinTM Dual Color Standards (catalog no.: #1610374, Bio-Rad Laboratories, Inc., Hercules, CA, USA) were used as the standard. Proteins were transferred to polyvinylidene fluoride membranes (catalog no.: PPVH00010, Merck KGaA, Darmstadt, Germany). The membranes were incubated with blocking buffer (5% skimmed milk) (catalog no.: 190-12865, FUJIFILM Wako Cells 2023, 12, 1885 4 of 20 Pure Chemical Corporation, Osaka, Japan) in TBST. The signal was detected using Amersham ECL Prime Western Blotting Detection Reagent (Cytiva, Marlborough, MA, USA). The antibodies used in the present study are listed in Table S1.

### 2.7. Statistical Analysis

In this study, statistical analyses were performed using JMP Pro 16 (SAS Institute Inc., Cary, NC, USA). Analysis of differences between the two groups used Welch’s t-test. Differences among multiple groups were analyzed using Dunnett’s test. Patient survival rates were analyzed using Kaplan–Meier survival curves and the log–rank test.

## 3. Results

### 3.1. Tumor-Suppressive Function of miR-139-3p in LUAD Cells

Analysis of our miRNA expression signature created by RNA sequencing showed that both strands of pre-*miR-139* were downregulated in LUAD tissues (Figure 1A). According to the miRNA database miRBase, *miR-139-5p* is annotated as the guide strand derived from pre-*miR-139* and *miR-139-3p* as the passenger strand (Figure 1B). Downregulation of these miRNAs in LUAD clinical specimens was confirmed by analysis of TCGA-LUAD datasets from TCGA (Figure 1C). A positive correlation was detected between *miR-139-5p* and *miR-139-3p* expression levels by Spearman’s rank analysis (*r* = 0.513, *p* < 0.001; Figure 1D).

Our research interests were to elucidate the function of the passenger strands of miRNAs and identify novel oncogenic pathways regulated by tumor-suppressive miRNAs in LUAD cells. The tumor-suppressive roles of *miR-139-3p* were evaluated by transient transfection assays using two LUAD cell lines, A549 and H1299. We also investigated the functional significance of *miR-139-5p* (the guide strand) in LUAD cells. Surprisingly, compared to *miR-139-3p*, *miR-139-5p* had poor tumor suppressive function in LUAD cells (Figure S2).

Cancer cell proliferation was significantly suppressed by ectopic expression of *miR-139-3p* in A549 and H1299 cells (Figure 2A). Cell cycle assays demonstrated an increased proportion of cells in the G0/G1 phase after the induction of *miR-139-3p* expression (Figure 2B). Furthermore, cell invasion and migration were significantly suppressed by ectopic expression of *miR-139-3p* in LUAD cells (Figure 2C,D). Typical images from the invasion and migration assays after *miR-139-3p* transfection are shown in Figure S3.

These results suggest that *miR-139-3p* acts as a tumor-suppressive miRNA in LUAD cells.

### 3.2. Identification of Cancer-Promoting Genes Regulated by miR-139-3p in LUAD Cells

Next, we aimed to clarify the molecular network regulated by tumor-suppressive *miR-139-3p* in LUAD cells. Our strategy for identifying *miR-139-3p* targets is shown in Figure 3.

In a search of the TargetScanHuman database (release 8.0), 3145 genes were identified as having *miR-139-3p*-binding sequences within their 3′UTR. We applied microarray analysis to search for genes with suppressed expression after *miR-139-3p* transfection in A549 cells. 

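Gene expression in A549 cells, a line from a human lung adenocarcinoma, was measured on 3 Agilent arrays of 1 colour. The arrays held RNA from mock-transfected cells, from cells transfected with *miR-139-5p* at 10 nM and from cells transfected with *miR-139-3p* at 10 nM. With 1 array per condition, the differences have no replicate check, no test was made, and the number of arrays limits the precision. The mock and *miR-139-5p* arrays lay on slide 1 and the *miR-139-3p* array on slide 2. The genes alone therefore cannot tell slide and transfection apart for *miR-139-3p*. Over 7 probes for spike-in RNA, the SD of the log2 difference between the *miR-139-3p* and mock arrays was 0.13. It was 0.03 between the *miR-139-5p* and mock arrays, which shared a slide, so the spike-in probes spread wider across slides. For genes in the same range of signal, the SD for *miR-139-3p* against mock was 0.89. The upper 95% limit for the spike-in probes in that comparison was 0.29. This gap argues against hybridization or scanning as the main source of the spread of the genes. This look at spike-in probes was chosen after seeing the data. The authors deposited the intensity of each spot as read by Feature Extraction, with the background subtracted and without normalization between arrays. Each array had 60901 spots other than controls, which belonged to 58201 probes. The signal was well above background in 30384 of these spots on the mock array, 29271 on the *miR-139-5p* array and 32329 on the *miR-139-3p* array, and 0 spots were saturated. The 75th percentile of the signal was 93.6 on the mock array, 88.9 on the *miR-139-5p* array and 81.0 on the *miR-139-3p* array, and its log2 was subtracted from the log2 signals of that array. Spots marked as outliers by Feature Extraction were left out, and spots of the same probe were averaged. The log2 fold change of a gene against mock was the mean over its probes well above background on both arrays. A gene without such a probe was given a bound from its brightest probe that was well above background on 1 array, with the dim array set to the higher of the probe's own signal and the lowest signal among probes well above background. Probes of the same gene had a median SD of log2 fold change of 0.28 over 3684 genes for *miR-139-3p* and 0.15 over 3743 genes for *miR-139-5p*. Of the 58201 probes, 31104 were matched to a gene symbol through their RefSeq accession, and the others kept the name given on the array.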

A total of 7608 genes were downregulated by *miR-139-3p* transfection. 

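At the threshold of Figure 3, a log2 fold change below -0.5, 5320 of the 24360 gene names with a value were lower after *miR-139-3p* transfection than in mock. Of these, 4958 were measured on both arrays and 362 were bounds. In the other direction, 8616 names were above 0.5, of which 1862 were bounds. Among the 15572 genes with a RefSeq symbol, 4341 were lower and 4126 were higher. After *miR-139-5p* transfection, 2732 of 22555 names were lower and 2418 were higher. The SD of the log2 fold changes measured on both arrays was 0.90 for *miR-139-3p* and 0.44 for *miR-139-5p*. Among the alternatives, a threshold of 1 moved the number of genes lower with *miR-139-3p* most, to 2223. It was 7203 with the deposited log2 values and the lowest probe of a gene, a setting chosen after seeing the data. With that setting, 1 of the 51 genes of Table 1 found on the arrays differed from the paper's value. The balance between lower and higher names also moved with the scaling. With scaling to the E1A spike-in probes, RNA added in equal amounts to each sample, 7525 names were lower and 6299 higher. With the 75th percentile over probes detected on all arrays, 4229 were lower and 10154 higher. These scalings shift every log2 fold change by the same amount, which moves the balance by construction, so the part of the scaling stays open. The paper takes the genes below the threshold as those downregulated by *miR-139-3p* and searches among them for its targets (Figure 3).

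**Figure D1:**
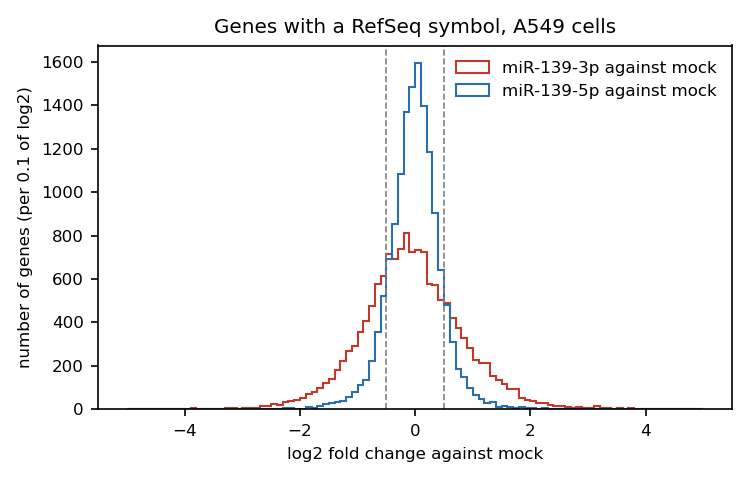
Distribution of log2 fold changes against mock (x axis) for genes with a RefSeq symbol measured on both arrays, as the number of genes per 0.1 of log2 (y axis). The red line is *miR-139-3p*, the blue line is *miR-139-5p*, and dashed lines mark -0.5 and 0.5, past which the red line lies above the blue one.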

Gene expression data were deposited in the GEO database (accession number GSE242241). 

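Among the protein-coding genes on the array, 13551 had a value for *miR-139-3p* against mock. Of these, 4133 genes, or 30.5%, had a log2 fold change below -0.5, and 3108 genes, or 22.9%, were above 0.5. For *miR-139-5p*, 1604 of 13195 protein-coding genes, or 12.2%, were below -0.5. The list of genes with predicted binding sites was not analysed here.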

We integrated these two datasets to narrow down the gene list, and 1108 genes remained as candidate *miR-139-3p* targets in LUAD cells.

Among these target genes, 52 were upregulated in LUAD tissues according to the analysis of the TCGA-LUAD dataset (Table 1), of which 21 genes (Bold) were significantly upregulated (Figure 4). 

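On the arrays, 51 of the 52 genes of Table 1 were found by their accession, and *CENPM* was not analysed here. After *miR-139-3p* transfection, 45 of the 51 genes had a log2 fold change below -0.5 against mock, and the median over the 51 genes was -1.22. Over the alternatives at the same threshold set before, this number ran from 41 with the 75th percentile taken over probes detected on all arrays to 48 with quantile normalization. It was 33 of 50 genes with normexp background correction and 51 with the deposited log2 values and the lowest probe of a gene, both chosen after seeing the data. The values of *LAD1*, *DIO2* and *MZB1* are bounds, from a probe that was not well above background on the *miR-139-3p* array. *DIO2* has another probe, which was left out because it was marked as an outlier on the mock array. Among genes measured on both arrays, the lowest values were those of *KRT80* at -2.94, *MCM2* at -2.92 and *MYEOV* at -2.66. All 20 of the genes in bold that were found were below -0.5, with a median of -1.39, the highest being *KIF18B*, at the threshold with -0.501. The value of *KIF18B* rests on 1 dim probe. Its other probe, well above background in mock, was not so on the *miR-139-3p* array and gave a bound of -0.97. Over all settings *KIF18B* ran from -1.52 to -0.03, so the count of 20 depends on the setting. *WNK2* at -0.42, *YBX2* at -0.42 and *SLFN13* at -0.27 were lower by less than the threshold. *ADAM8* was higher, at 1.17, over 2 probes measured on both arrays. *HES6* at 0.07 and *ADAM12* at 0.08 differed from mock by less than the SD between probes of 0.28. The value of *HES6* is a mean over probes that went both ways, at 0.97, -0.04, -0.27 and -0.36. The value of *ADAM12* rests on 1 dim probe, and its brightest probe, well above background in mock, was not well above background on the *miR-139-3p* array. After *miR-139-5p* transfection, 8 of the 51 genes were below -0.5 and their median was -0.10. The paper selects these genes by combining the lower expression after *miR-139-3p* transfection with predicted binding sites and higher expression in LUAD tissues.

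**Figure D2:**
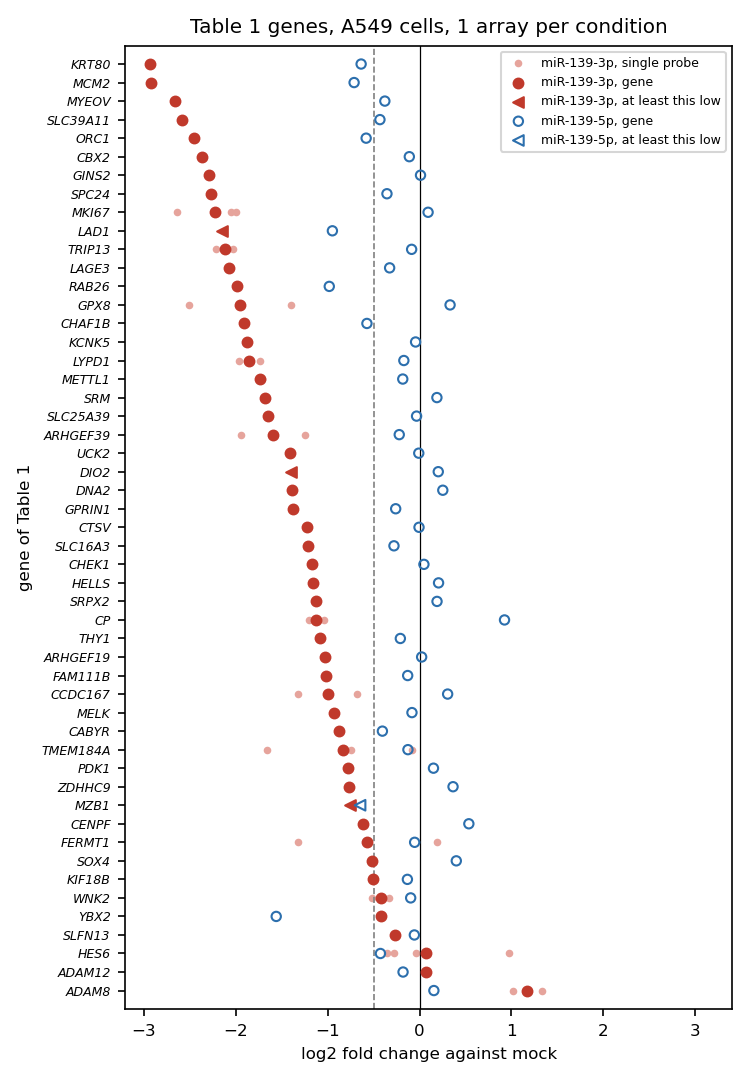
Log2 fold change against mock (x axis) of the 51 genes of Table 1 found on the arrays (y axis), with 1 array per condition. Filled red symbols are *miR-139-3p*, small pale points its single probes, open blue symbols *miR-139-5p*, triangles are bounds, and the dashed line marks -0.5, which 45 genes pass with *miR-139-3p* and 8 with *miR-139-5p*.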

Notably, high expression of these 21 genes was negatively associated with the prognosis of LUAD patients (Figure 5).

Moreover, we investigated the extent to which expression of a negative correlation between *miR-139-3p* and their target genes in LUAD clinical specimens (Figure S4). Spearman’s rank test indicated negative correlations between the expression levels of *miR-139-3p* and 13 target genes (*CENPM*, *SPC24*, *ORC1*, *TRIP13*, *ARHGEF39*, *MKI67*, *KIF18B*, *CHAF1B*, *CHEK1*, *HELLS*, *FAM111B*, *MELK*, and *CENPF*).

### 3.3. Direct Regulation of TRIP13 by miR-139-3p in LUAD Cells

To identify new therapeutic targets for LUAD from among the 52 genes (Table 1), we functionally classified these genes using GeneCodis4 software (https://genecodis.genyo.es/ (accessed on 24 May 2023)) [17]. Among these 52 genes, 13 are involved in “cell cycle” and “DNA replication” (Table 2), and 2 (*TRIP13* and *CENPF*) are involved in cell division checkpoints. 

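All 13 genes listed in Table 2 under cell cycle and DNA replication had a log2 fold change below -0.5 after *miR-139-3p* transfection, with a median of -1.38. With the 75th percentile taken over probes detected on all arrays, 11 of the 13 were below -0.5, and with normexp background correction, chosen after seeing the data, 9 were. The other alternatives run for this list left all 13 below -0.5. Since the study chose these genes for lower expression on the same arrays, this is not independent evidence. Genes of S phase and G2/M lists outside Table 1 fell about as far, with medians of -1.51 over 40 genes and -1.37 over 51 genes. The fall of the 13 genes therefore cannot be told apart from a wider fall of cell cycle genes. With *miR-139-5p*, 3 of the 13 genes were below -0.5 and the median was -0.08. *TRIP13* had 2 probes, both well above background on the 3 arrays, and its log2 fold change with *miR-139-3p* was -2.12, which is 23.0% of the mock signal. The bright probe of *TRIP13* gave -2.03 and the dim probe -2.21, a difference within the SD between probes of a gene. The bright probe is annotated to the transcript printed in Figure S1 and the dim probe to another *TRIP13* transcript. Whether a probe also reads the other transcript was not tested. With *miR-139-5p*, *TRIP13* was at -0.09, with the bright probe at 0.21 and the dim probe at -0.38, so the direction depends on the probe. The log2 fold change of *CENPF* was -0.61 with *miR-139-3p* and 0.54 with *miR-139-5p*. It rests on the dimmer of 2 probes, because spots of the other were marked as outliers on the mock and *miR-139-5p* arrays. Over the other settings, *TRIP13* ranged from -2.52 to -1.38 and *CENPF* from -0.84 to -0.30 with *miR-139-3p*.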

Some genes (e.g., *MCM2*, *CHEK1*, *GINS2*, *ADAM8,* and *THY1*) were involved in multiple molecular pathways. Analysis of these genes is a critical issue for understanding the malignant transformation of LUAD. However, genes that did not affect prognosis were excluded from further study. Since an inhibitor is available for TRIP13, we conducted further analyses using the TRIP13 inhibitor DCZ0415.

First, we confirmed that TRIP13 mRNA and protein levels were suppressed by ectopic expression of *miR-139-3p* in LUAD cells (Figure 6A,B). Full-size images of the Western blots are shown in Figure S5.

Next, we confirmed by luciferase reporter assay that *miR-139-3p* binds directly to the 3’UTR of the *TRIP13* gene. The putative *miR-139-3p*-binding sequence within *TRIP13* is shown in Figure 6C. Luciferase activity was significantly suppressed when *miR-139-3p* and a vector containing a *miR-139-3p*-binding sequence were simultaneously transfected into LUAD cells (Figure 6D). In contrast, when a vector lacking the *miR-139-3p*-binding sequence was used, no reduction in luciferase activity was observed (Figure 6D).

These results revealed that *miR-139-3p* binds directly to the predicted binding sites in *TRIP13* genes and regulates its expression in LUAD cells.

### 3.4. Expression and Clinical Significance of TRIP13 in LUAD

Immunostaining was performed to verify the localization of TRIP13 expression in LUAD clinical specimens. Stronger immunostaining of the TRIP13 protein was observed in cancer than in normal lung tissues (Figure 7A).

Multivariate analysis identified *TRIP13* expression as an independent prognostic factor for LUAD after adjusting for the clinical prognostic factors of Stage, T-factor, N-factor, age, and gender (Figure 7B). Specifically, high *TRIP13* expression was associated with a poorer 5-year overall survival rate.

Furthermore, we performed gene set enrichment analysis using TCGA-LUAD data to investigate which molecular pathways were dysregulated in LUAD patients with high *TRIP13* expression. The “cell cycle”, “DNA repair”, “proteasome”, “P53 signaling pathway”, homologous recombination”, and “mismatch repair” pathways were found to be enriched in patients with high *TRIP13* expression (Table 3, Figure 7C). It has been revealed that high expression of *TRIP13* affected the prognosis of LUAD patients. An important question is which molecular pathway is affected by the high expression of the *TRIP13* gene in lung cancer cells.

### 3.5. Effects of TRIP13 Knockdown by siRNAs and TRIP13 Inhibition by a Specific Inhibitor in LUAD Cells

To investigate the functional significance of *TRIP13* in LUAD cells, we performed analysis using siRNA to knock down *TRIP13*. The two siRNAs used in this study (si*TRIP13*-1 and si*TRIP13*-2) were confirmed to significantly suppress *TRIP13* expression (both at the mRNA and protein levels) in LUAD cells (Figure 8A,B). Full-size images of the Western blots are shown in Figure S6.

Cell proliferation was significantly suppressed after transfection of both siRNAs in the LUAD cells (Figure 8C). Cell cycle assays demonstrated an increased proportion of cells in the G0/G1 phase after transfection of both siRNAs in LUAD cells (Figure 8D).

### 3.6. Combined Effects of a TRIP13 Inhibitor (DCZ0415) and Anticancer Drugs on LUAD Cells

We also investigated the anticancer effects of a TRIP13 inhibitor (DCZ0415) combined with anticancer drugs (cisplatin and carboplatin) on LUAD cells. We found that DCZ0415 inhibited the proliferation of LUAD cells in a concentration-dependent manner (Figure 9).

Furthermore, the sensitivity of LUAD cells to anticancer drugs (cisplatin and carboplatin) was increased by DCZ0415. Co-treatment of DCZ0415 together with cisplatin or carboplatin resulted in increased sensitivity of A549 and H1299 cells to cisplatin or carboplatin (Figure 10). The IC50 of cisplatin significantly decreased from 3.55 µM to 2.17 µM in A549 cells and from 2.38 µM to 2.03 µM in H1299 cells. The IC50 of carboplatin significantly decreased from 40.98 µM to 21.22 µM in A549 cells and from 59.42 µM to 28.45 µM in H1299 cells.

Additionally, the Chou–Talalay method was used to determine the synergistic effect of two anticancer drugs (cisplatin and carboplatin) and DCZ0415. The results revealed that simultaneous administration of anticancer drugs and DCZ0415 had synergistic effects (Figure 11).

## 4. Discussion

In miRNA biogenesis, miRNAs, which function as single-stranded RNAs, are derived from miRNA precursors. Of the two single strands derived from a miRNA precursor, the functional strand is defined as the guide strand and the non-functional strand as the passenger strand [21,22]. Generally, the miRNAs evaluated in cancer research have been guide strands.

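In the RefSeq annotation, *MIR139* lies within the gene *PDE2A*. On the arrays of A549 cells, *PDE2A* was read by 1 probe that was well above background on the 3 arrays, with a signal of 24.6 in mock-transfected cells, 18.0 after *miR-139-5p* transfection and 33.9 after *miR-139-3p* transfection. Relative to the 75th percentile of each array, its log2 fold change against mock was -0.38 with *miR-139-5p* and 0.67 with *miR-139-3p*, on 1 array each.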

The precursor-*miR-139* we focused on in this study is located within the second intron of the phosphodiesterase 2A (PDE2A) gene on chromosome 11q13.4 [23]. The guide strand derived from precursor-*miR-139* is *miR-139-5p*, on which many studies have been conducted [23,24]. In cancer research, the downregulation of *miR-139-5p* has been reported in most cancer types (e.g., breast, gastric, colorectal, bladder, and head and neck cancers, among others) [25,26,27,28,29]. In contrast, a high expression of *miR-139-5p* has been reported in cancer tissues compared with normal tissues in gastrointestinal stromal tumors [23,30]. In lung cancer, several studies showed that *miR-139-5p* was downregulated in LUAD tissues and that it functions as a tumor suppressor by targeting several cancer-related genes [23,31,32,33,34].

From previous reports, it is clear that aberrant expression of *miR-139-5p* plays important roles in various types of cancer cells. In contrast, there have not been many studies on the role of *miR-139-3p*, the passenger strand, in cancer cells.

We have generated miRNA expression signatures for various cancer types using RNA sequencing and selected tumor-suppressive miRNA candidates based on those signatures [10,35,36,37]. Of these candidates, we identified downregulation and tumor-suppressive functions of *miR-139-3p* in various cancers, including bladder cancer, renal cell carcinoma, head and neck squamous cell carcinoma, and colorectal cancer [11,12,13,14]. Here, we showed that *miR-139-3p* functions as a tumor-suppressive miRNA in LUAD in addition to other cancer types.

Previous studies showed that *miR-139-3p* is downregulated in NSCLC tissues and that its expression suppresses cancer cell aggressiveness in vitro and in vivo [38,39]. Furthermore, *ELAVL1* is directly regulated by *miR-139-3p* in NSCLC cells [38]. *ELAVL1* is a member of the ELAVL family of RNA-binding proteins, which contain several RNA recognition motifs, and *ELAVL1* overexpression has been observed in several cancers [40,41,42,43,44]. More recently, downregulation of *miR-139-3p* was detected in lung squamous cell carcinoma, and expression of *miR-139-3p* restrained cell growth and accelerated the cell cycle in this cancer [45]. Moreover, the expression of checkpoint kinase 1 (*CHEK1*) was regulated directly by *miR-139-3p* in lung squamous cell carcinoma cells [45]. CHEK1 is a serine/threonine protein kinase and a key modulator of DNA damage checkpoints [46,47]. Our present analysis and previous reports revealed that *miR-139-3p* has tumor-suppressive functions in lung cancer.

Next, we aimed to elucidate the oncogenic network that is controlled by tumor-suppressive *miR-139-3p* in LUAD cells. In this study, 52 genes were identified as putative targets of *miR-139-3p* in LUAD cells. Among these target genes, 21 were closely involved in the molecular pathogenesis of LUAD. Functional classification of these genes revealed that 11 (*HELLS*, *MELK*, *CHEK1*, *CHAF1B*, *CENPF*, *KIF18B*, *MKI67*, *SPC24*, *FAM111B*, *ORC1*, and *TRIP13*) are involved in the cell cycle, DNA replication, mitotic checkpoint, and cell division. A very interesting finding is that *miR139-3p*, a passenger strand, controls genes essential for cell division and maintenance.

The AAA (ATPases associated with various cellular activities) protein family is widely conserved from bacteria to humans, and these ATPases use the energy from ATP hydrolysis to unfold proteins and dissociate complexes [48,49]. TRIP13 is a member of the AAA protein family, and it functions as a spindle assembly checkpoint for accurate chromosome segregation during cell division [50]. A recent report showed that TRIP13 plays an important role as a gatekeeper for cell maintenance and management (e.g., DNA break repair, recombination, and chromosome synapsis) [51,52].

Aberrant expression of TRIP13 has been reported in a wide range of cancers, including lung cancer [50,53,54]. The knockdown of *TRIP13* in cancer cells significantly suppressed the malignant phenotypes of the cancer cells (i.e., cell proliferation, invasion, and drug resistance) [55,56]. In bladder cancer, overexpression of *TRIP13* enhanced the resistance of cancer cells to cisplatin and doxorubicin [56]. In head and neck cancer, epidermal growth factor receptor (EGFR)-mediated phosphorylation of TRIP13 (pY56) enhanced non-homologous end-joining repair and induced radiation resistance in cancer cells [57]. More recently, overexpression of TRIP13 promoted gefitinib (EGFR inhibitor) resistance in NSCLC cells by controlling autophagy and activating EGFR-mediated oncogenic signaling pathways [58]. Since TRIP13 overexpression is involved in drug resistance in various cancer cells, TRIP13 might be a potential target molecule for cancer therapy. TRIP13 overexpression is common in BRCA1-deficient cancers, confers PARP inhibitor resistance, and correlates with poor prognosis [59].

Recent studies have reported that various noncoding RNA molecules are involved in the aberrant expression of *TRIP13* in cancer cells. *miR-515-5p* was found to be downregulated in prostate cancer tissues, and *TRIP13* was regulated directly by *miR-515-5p* [60]. In hepatocellular carcinoma (HCC), upregulated *TRIP13* induced malignant transformation of HCC in vitro and lung metastasis in vivo [61,62]. In addition, *miR-192-5p* regulated *TRIP13* expression in HCC cells [63]. In colorectal cancer, aberrant expression of *TRIP13* contributed markedly to the aggressive phenotype of cancer cells, and its overexpression induced the downregulation of *miR-129-5p* and *miR-4693-5p* [64,65]. More recently, *miR-30c-1-3p* and *miR-30c-2-3p* were found to be significantly downregulated in breast cancer (BrCa) tissues, and their target gene TRIP13 was overexpressed in BrCa tissues [55]. Moreover, overexpression of *TRIP13* facilitated the aggressiveness of BrCa cells [55]. Based on this study and previous data, *TRIP13* overexpression is partially due to the downregulation of several tumor-suppressive miRNAs in cancer cells.

## 5. Conclusions

Based on the miRNA expression signature of LUAD, we focused on *miR-139-3p*, a passenger strand, and clarified its tumor-suppressive function in LUAD cells. We revealed that *miR-139-3p* target molecules are intricately involved in the molecular pathogenesis of LUAD. Inhibition of *TRIP13* using a specific inhibitor (DCZ0415) attenuated the malignant transformation of LUAD cells. Interestingly, DCZ0415 exhibited a synergistic effect on the suppression of cell proliferation when used in combination with anticancer drugs. TRIP13 is a potential therapeutic target for LUAD.

## Figures and Tables

**Figure 1:**
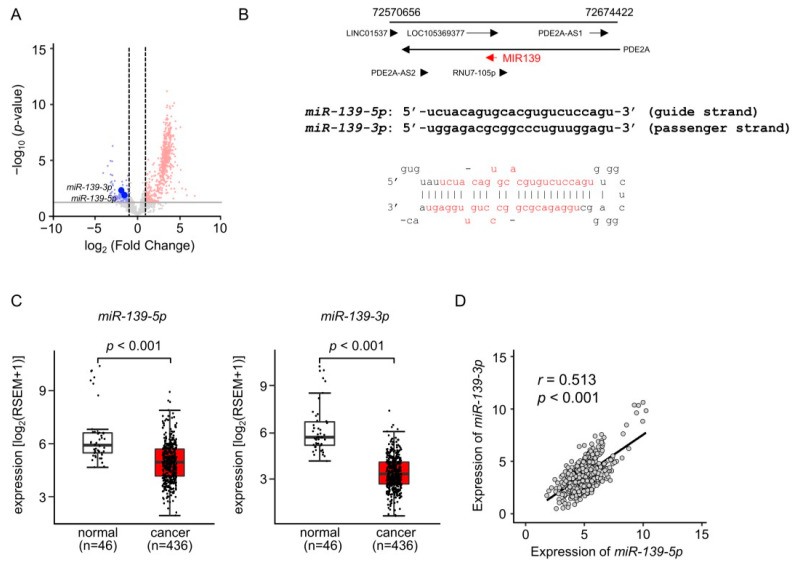
Expression levels of *miR-139-5p* and *miR-139-3p* in LUAD clinical tissues. (**A**) Volcano plot of the miRNA expression signature based on miRNA sequencing (GEO accession number: GSE230229). The log_2_ fold change (FC) in expression is plotted on the *x*-axis and the log_10_ *p*-value on the *y*-axis. The blue and red dots represent the downregulated (log_2_FC < −2.0 and *p* < 0.05) and upregulated (log_2_FC > 2.0 and *p* < 0.05) miRNAs, respectively. (**B**) Chromosomal location of pre-*miR-139* within the human genome. The mature sequences of *miR-139-5p* (guide strand) and *miR-139-3p* (passenger strand) are shown. (**C**) Expression levels of *miR-139-5p* and *miR-139-3p* validated in LUAD clinical specimens. The expression of both miRNAs was significantly downregulated in cancer tissues (*p* < 0.001). (**D**) Positive correlations (Spearman’s rank test) between *miR-139-5p* and *miR-139-3p* expression levels in clinical specimens (*r* = 0.513, *p* < 0.001).

**Figure 2:**
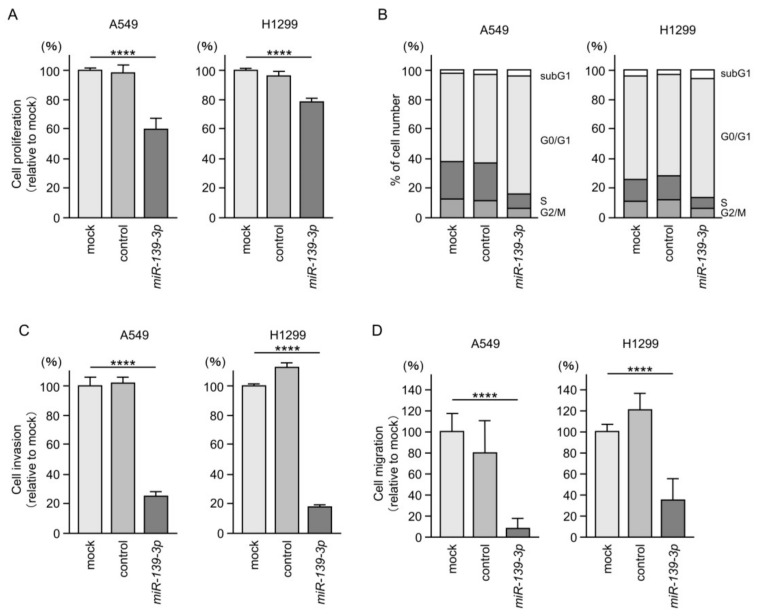
Effects of ectopic expression of *miR-139-3p* in LUAD cells (A549 and H1299). (**A**) Cell proliferation assessed by XTT assay. At 72 h after transient transfection of miRNAs, cancer cell viability was analyzed. (**B**) Cell cycle status at 72 h after transfection with *miR-139-3p* assessed using flow cytometry. (**C**) Cell invasion assessed using Matrigel invasion assays at 48 h after seeding *miR-139-3p*-transfected cells into the chambers. (**D**) Cell migration assessed using a membrane culture system at 48 h after seeding *miR-139-3p* transfected cells into the chambers. ****, *p* < 0.0001.

**Figure 3:**
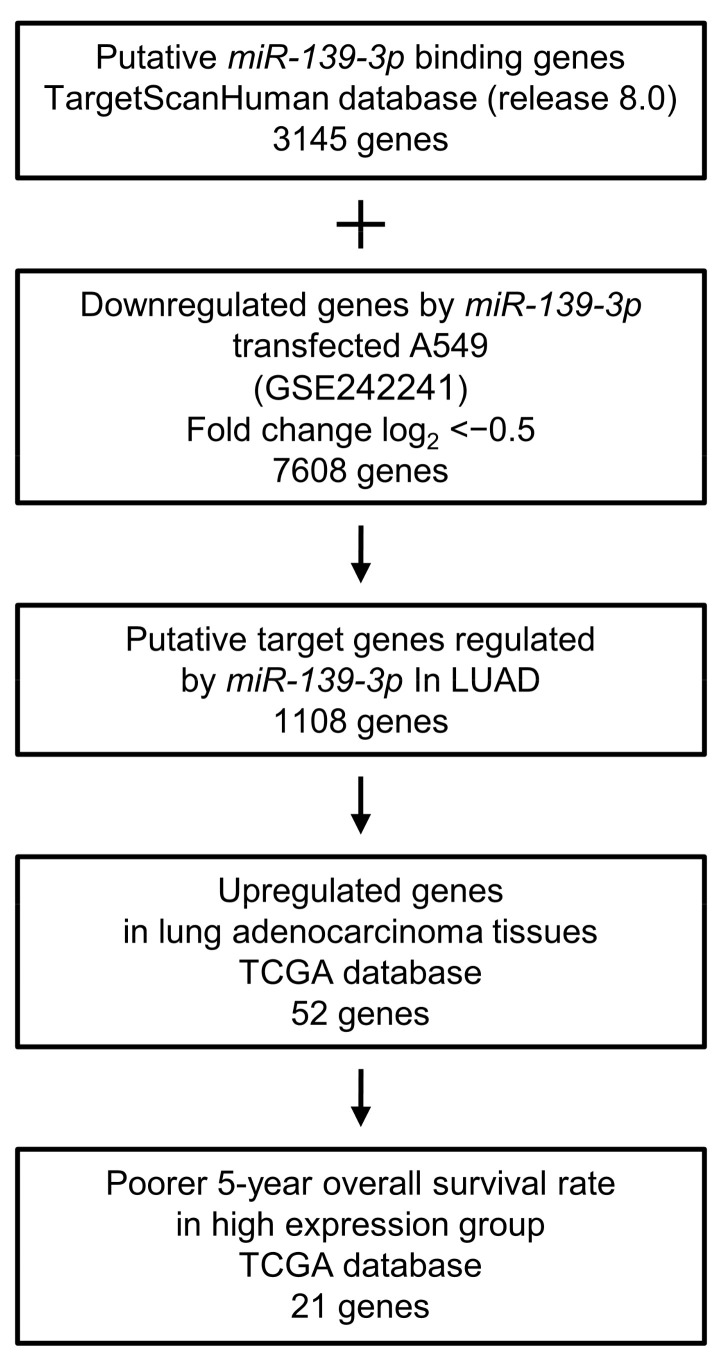
Flowchart for identification of *miR-139-3p* targets in LUAD cell. To identify putative targets of *miR-139-3p* in LUAD cells, the following two datasets were merged: the TargetScanHuman database (release 8.0) and our original mRNA expression profile (*miR-139-3p*-transfected A549 cells; GEO accession number: GSE242241). A total of 1108 genes were identified as putative *miR-139-3p* targets. Furthermore, we searched for genes that were associated with the prognosis of LUAD patients using two databases: GEPIA (http://gepia2.cancer-pku.cn/#analysis (accessed on 17 January 2023)) and OncoLnc (http://www.oncolnc.org (accessed on 17 January 2023)). Of the *miR-139-3p* target genes, 21 were upregulated in LUAD tissues, and these 21 genes were analyzed further.

**Figure 4:**
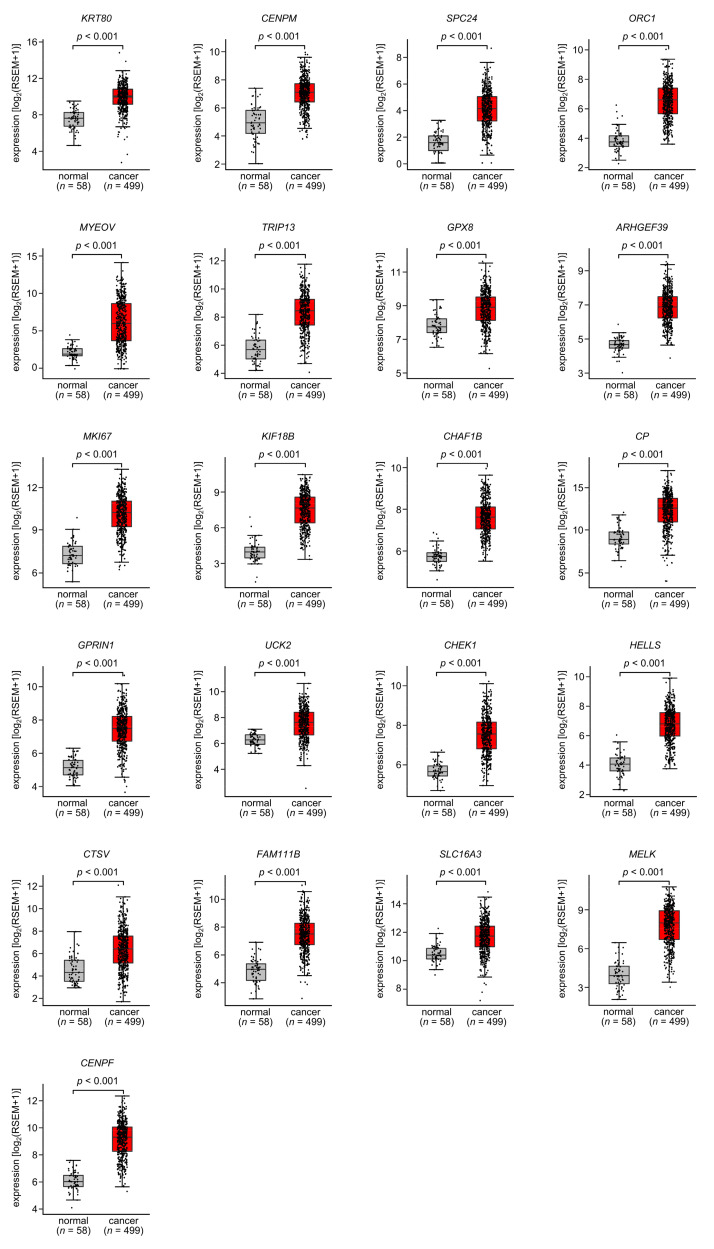
Expression levels of the 21 target genes regulated by miR-139-3p in LUAD. The expression levels of the 21 miR-139-3p target genes (*KRT80*, *CENPM*, *SPC24*, *ORC1*, *MYEOV*, *TRIP13*, *GPX8*, *ARHGEF39*, *MKI67*, *KIF18B*, *CHAF1B*, *CP*, *GPRIN1*, *UCK2*, *CHEK1*, *HELLS*, *CTSV*, *FAM111B*, *SLC16A3*, *MELK*, and *CENPF*) in LUAD clinical specimens were analyzed using the TCGA-LUAD dataset. All genes were upregulated in LUAD tissues (*n* = 499) compared with normal tissues (*n* = 58) (*p* < 0.001).

**Figure 5:**
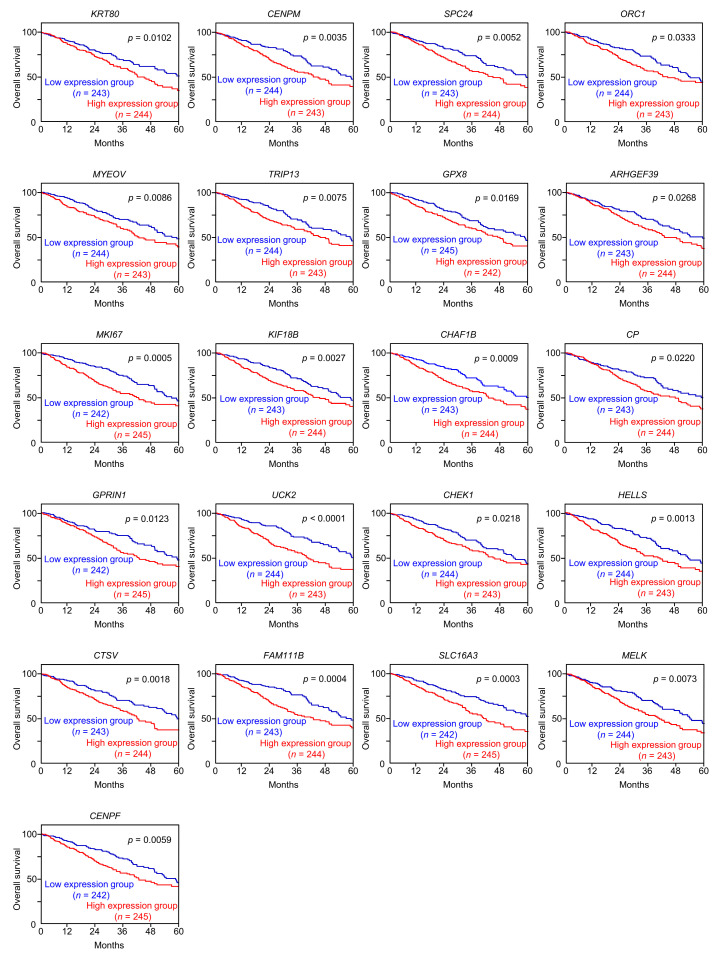
Gene expression in, and 5-year overall survival rate of, patients with LUAD. Kaplan–Meier curves of the 5-year overall survival rates according to the expression of the 21 target genes (*KRT80*, *CENPM*, *SPC24*, *ORC1*, *MYEOV*, *TRIP13*, *GPX8*, *ARHGEF39*, *MKI67*, *KIF18B*, *CHAF1B*, *CP*, *GPRIN1*, *UCK2*, *CHEK1*, *HELLS*, *CTSV*, *FAM111B*, *SLC16A3*, *MELK*, and *CENPF*) are shown. Low expression of all 21 genes was significantly predictive of poorer overall survival in patients with LUAD. The patients (*n* = 487) were divided into high- and low-expression groups according to the median gene expression level. The red and blue lines represent the high and low expression groups, respectively.

**Figure 6:**
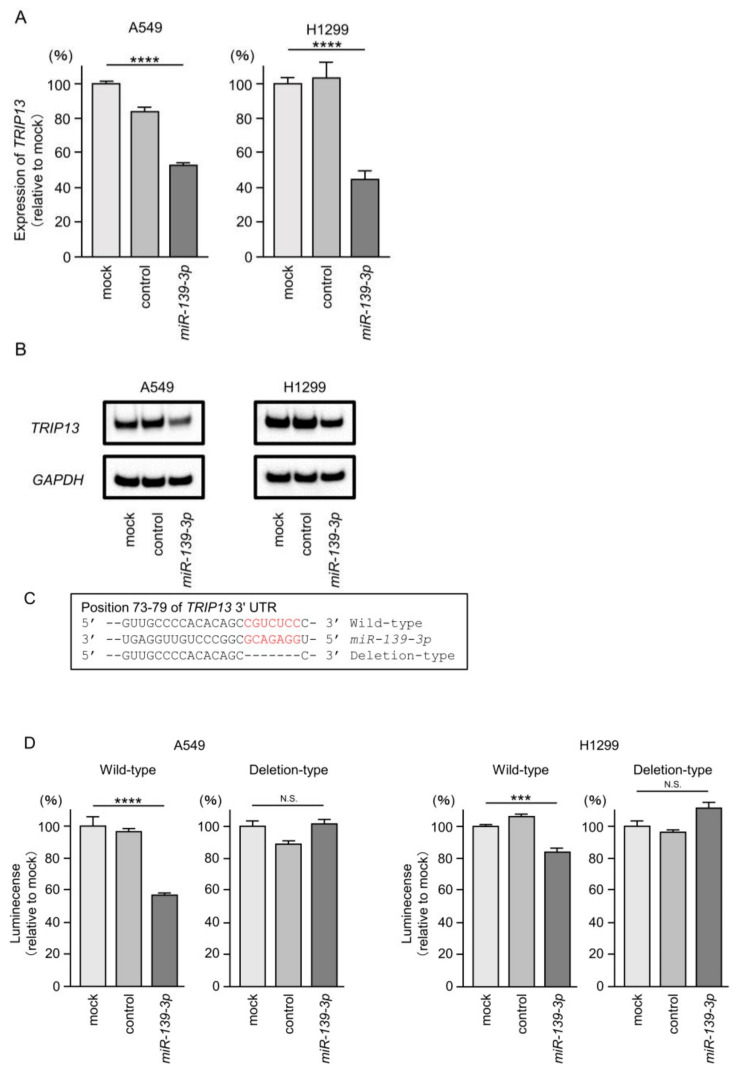
Direct regulation of *TRIP13* by *miR-139-3p* expression in LUAD cells. (**A**) Significant reduction in the *TRIP13* mRNA level by ectopic expression of *miR-139-3p* in LUAD cells (A549 and H1299). Total RNA was extracted 72 h after *miR-139-3p* transfection into LUAD cells, and expression levels were analyzed by real-time PCR. For miRNA expression, *GAPDH* was used as an internal control. (**B**) Significant reduction in the TRIP13 protein level by ectopic expression of *miR-139-3p* in LUAD cells (A549 and H1299). Protein level expression was determined by Western blotting. Proteins were collected 72 h after *miR-139-3p* transfection. GAPDH was used as an internal control. (**C**) Putative *miR-139-3p* binding sites in the 3′UTR of the *TRIP13* gene detected in the TargetScanHuman database (release 8.0). (**D**) Direct binding of *miR-139-3p* to target sequences was analyzed by dual luciferase reporter assays. These data showed that *miR-139-3p* bound directly to the target sequence. ***, *p* < 0.001; ****, *p* < 0.0001; N.S., not significant.

**Figure 7:**
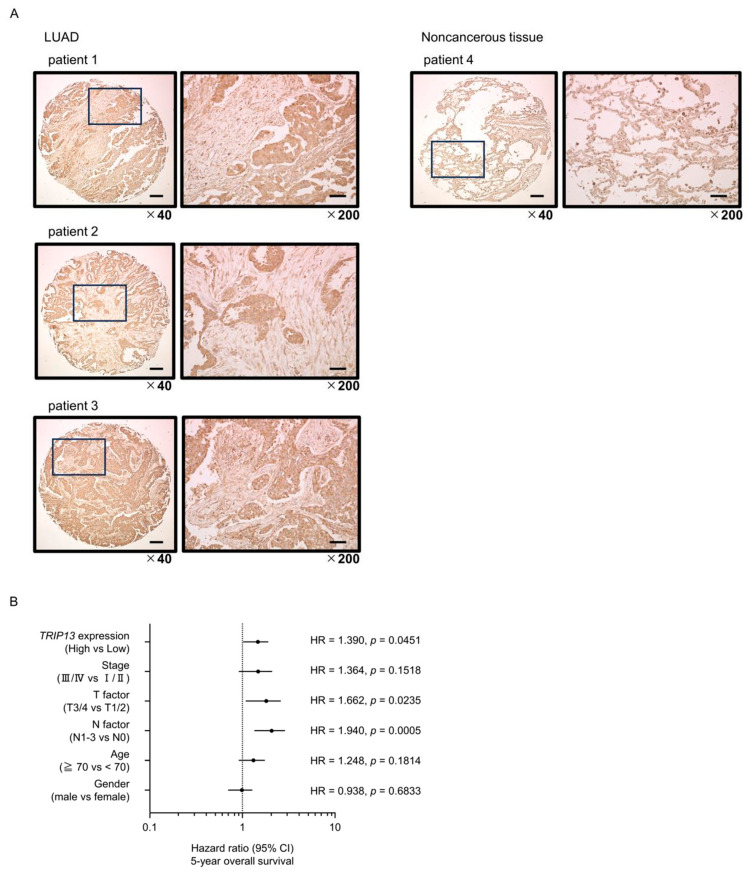

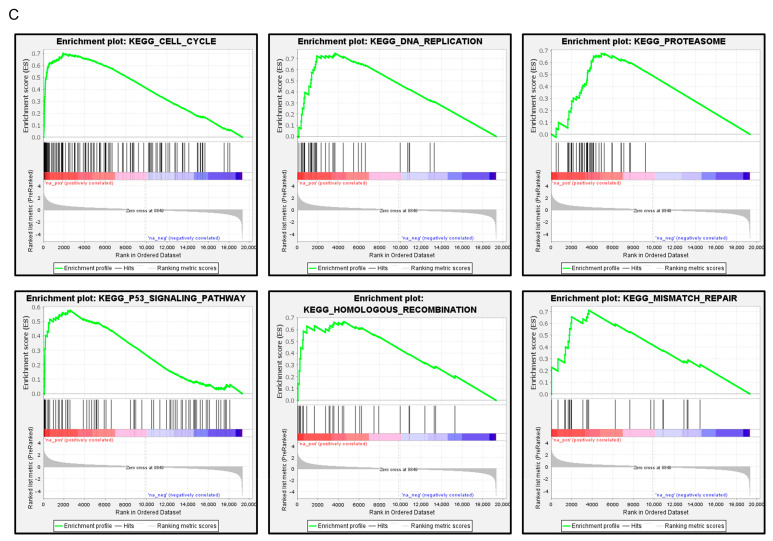
Clinical significance of *TRIP13* expression in LUAD. (**A**) Immunohistochemical staining of TRIP13. Immunostaining showed that the TRIP13 protein was strongly expressed in cancer lesions and less in non-cancerous tissues. Scale bar: 200 µm (low magnification); 50 µm (high magnification). (**B**) Forest plot showing the results of multivariate Cox proportional hazards regression analysis of the 5-year overall survival rate. Patients with high *TRIP13* expression had a significantly lower overall survival rate. These data were obtained from TCGA-LUAD datasets. (**C**) Gene set enrichment analysis (GSEA) was applied to explore molecular pathways mediated by *TRIP13* in LUAD cells. The top six pathways enriched in LUAD patients with high *TRIP13* expression were cell cycle, DNA replication, proteasome, P53 signaling pathway, homologous recombination, and mismatch repair.

**Figure 8:**
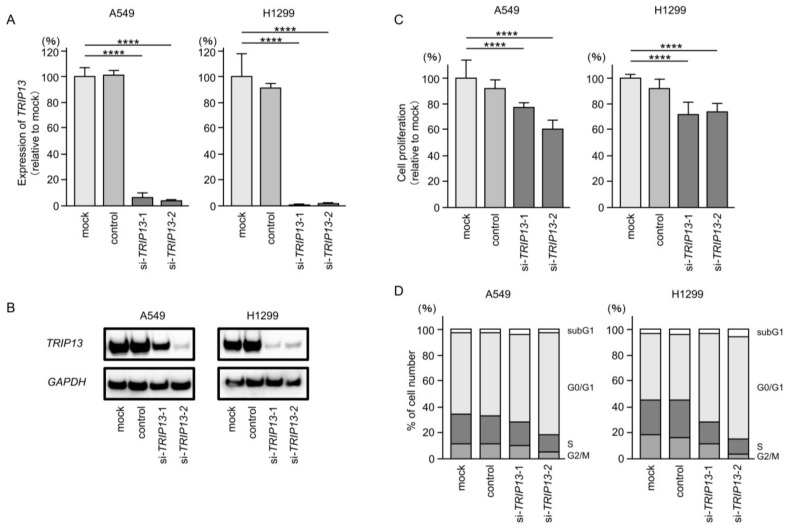
Effects of knockdown of *TRIP13* by siRNAs in LUAD cells (A549 and H1299). (**A**) *TRIP13* mRNA levels were effectively blocked by each siRNA in LUAD cells (A549 and H1299). (**B**) *TRIP13* protein levels were effectively inhibited by two siRNAs (si*TRIP13*-1 and si*TRIP13*-2) in LUAD cells (A549 and H1299). (**C**) Cell proliferation was assessed using XTT assays 72 h after siRNA transfection into LUAD cells. Cell proliferation was significantly blocked after transient transfection of siRNAs. (**D**) Flow cytometry analysis of cell cycle status 72 h after transfection with si*TRIP13*-1 and si*TRIP13*-2. ****, *p* < 0.0001.

**Figure 9:**
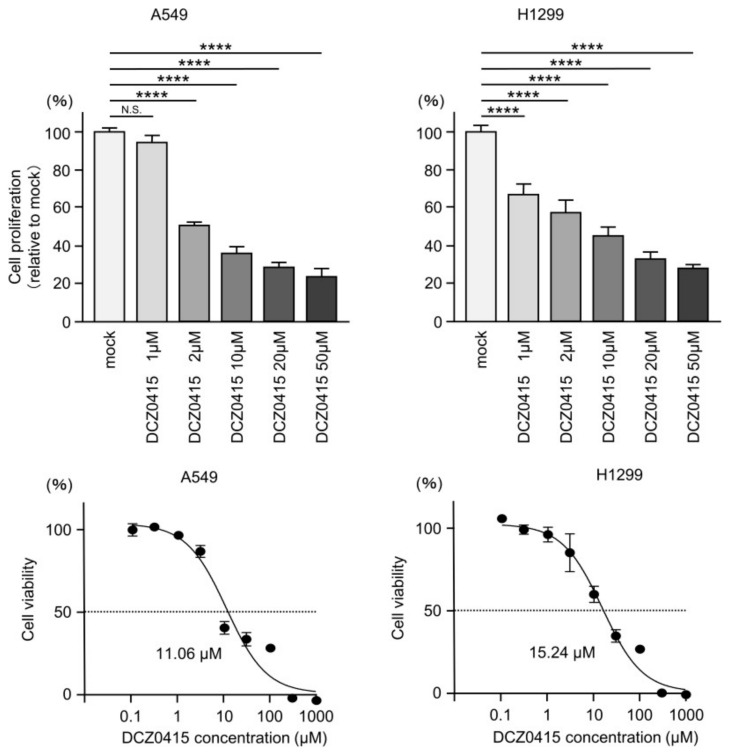
Effects of treatment with DCZ0415 (TRIP13 inhibitor) on LUAD cells (A549 and H1299). The proliferation of LUAD cells was significantly inhibited by DCZ0415 in a concentration-dependent manner. ****, *p* < 0.0001; N.S., not significant.

**Figure 10:**
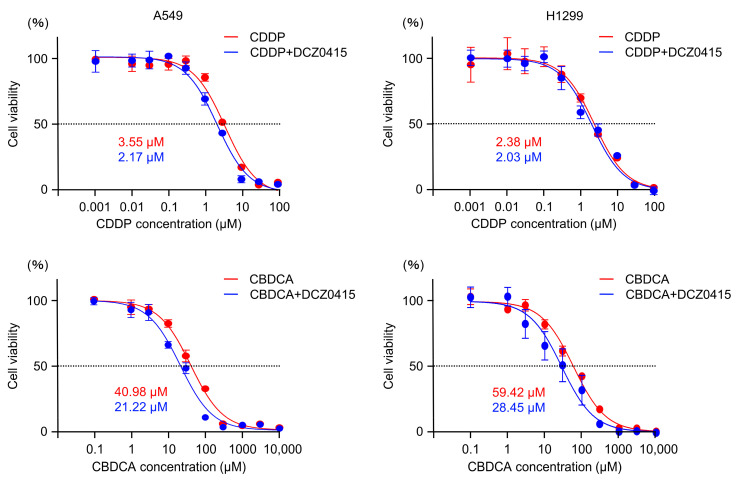
Effects of co-treatment of DCZ0415 (TRIP13 inhibitor) with anticancer drugs (cisplatin and carboplatin) in LUAD cells (A549 and H1299). LUAD cells showed increased sensitivity to anticancer drugs (cisplatin and carboplatin) when co-treated with DCZ0415. CDDP, cisplatin; CBDCA, carboplatin.

**Figure 11:**
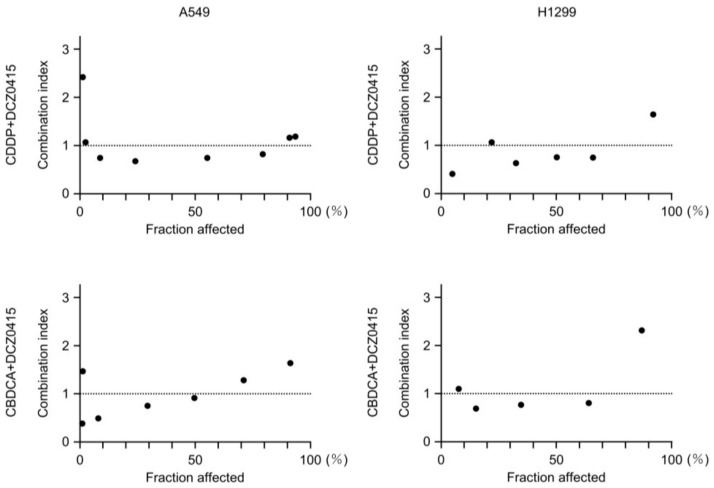
Synergistic effects between two anticancer drugs (cisplatin and carboplatin) and the TRIP13 inhibitor DCZ0415. The Chou–Talalay method was used to determine the synergistic effects between two anticancer drugs (cisplatin and carboplatin) and DCZ0415 in LUAD cells (A549 and H1299). CDDP, cisplatin; CBDCA, carboplatin.

**Table 1:** Putative target genes regulated by *miR-139-3p* in A549 cells.

Gene ID	Gene Symbol	Gene Name	*miR-139-3p* Total Sites	*miR-139-3p* Transfectant Log_2_ FC
8038	*ADAM12*	ADAM metallopeptidase domain 12	1	−4.61
3898	*LAD1*	ladinin 1	1	−3.28
144501	***KRT80***	keratin 80	1	−2.86
4171	*MCM2*	minichromosome maintenance complex component 2	1	−2.84
79019	***CENPM***	centromere protein M	1	−2.78
147841	***SPC24***	SPC24, NDC80 kinetochore complex component	1	−2.70
4998	***ORC1***	origin recognition complex, subunit 1	1	−2.70
26579	***MYEOV***	myeloma overexpressed	1	−2.57
201266	*SLC39A11*	solute carrier family 39, member 11	1	−2.56
9319	***TRIP13***	thyroid hormone receptor interactor 13	1	−2.53
493869	***GPX8***	glutathione peroxidase 8 (putative)	2	−2.42
84904	***ARHGEF39***	Rho guanine nucleotide exchange factor (GEF) 39	2	−2.35
1734	*DIO2*	deiodinase, iodothyronine, type II	1	−2.27
84733	*CBX2*	chromobox homolog 2	1	−2.24
4288	***MKI67***	antigen identified by monoclonal antibody Ki-67	1	−2.18
51659	*GINS2*	GINS complex subunit 2 (Psf2 homolog)	1	−2.14
116372	*LYPD1*	LY6/PLAUR domain containing 1	1	−2.10
202915	*TMEM184A*	transmembrane protein 184A	1	−2.10
146909	***KIF18B***	kinesin family member 18B	1	−1.96
26256	*CABYR*	calcium-binding tyrosine-(Y)-phosphorylation regulated	1	−1.96
8270	*LAGE3*	L antigen family, member 3	1	−1.89
25837	*RAB26*	RAB26, member RAS oncogene family	1	−1.82
8645	*KCNK5*	potassium channel, subfamily K, member 5	3	−1.79
8208	***CHAF1B***	chromatin assembly factor 1, subunit B (p60)	1	−1.78
1763	*DNA2*	DNA replication helicase/nuclease 2	1	−1.70
4234	*METTL1*	methyltransferase like 1	1	−1.65
1356	***CP***	ceruloplasmin (ferroxidase)	1	−1.61
51237	*MZB1*	marginal zone B and B1 cell-specific protein	1	−1.57
6723	*SRM*	spermidine synthase	1	−1.52
51629	*SLC25A39*	solute carrier family 25, member 39	1	−1.46
114787	***GPRIN1***	G protein regulated inducer of neurite outgrowth 1	1	−1.42
27286	*SRPX2*	sushi-repeat containing protein, X-linked 2	1	−1.41
55612	*FERMT1*	fermitin family member 1	1	−1.22
7371	***UCK2***	uridine-cytidine kinase 2	3	−1.21
1111	***CHEK1***	nudix hydrolase 21	1	−1.19
154467	*CCDC167*	coiled-coil domain containing 167	1	−1.18
3070	***HELLS***	helicase, lymphoid-specific	1	−1.15
1515	***CTSV***	cathepsin V	1	−1.14
101	*ADAM8*	ADAM metallopeptidase domain 8	1	−1.13
374393	***FAM111B***	family with sequence similarity 111, member B	1	−1.10
7070	*THY1*	Thy-1 cell surface antigen	1	−1.08
128272	*ARHGEF19*	Rho guanine nucleotide exchange factor (GEF) 19	1	−1.03
9123	***SLC16A3***	solute carrier family 16 (monocarboxylate transporter), member 3	1	−1.02
65268	*WNK2*	WNK lysine deficient protein kinase 2	1	−0.97
5163	*PDK1*	pyruvate dehydrogenase kinase, isozyme 1	4	−0.96
9833	***MELK***	maternal embryonic leucine zipper kinase	1	−0.75
1063	***CENPF***	centromere protein F, 350/400 kDa	1	−0.72
6659	*SOX4*	SRY (sex determining region Y)-box 4	1	−0.67
146857	*SLFN13*	schlafen family member 13	1	−0.63
51087	*YBX2*	Y box binding protein 2	2	−0.62
55502	*HES6*	hairy and enhancer of split 6 (Drosophila)	1	−0.60
51114	*ZDHHC9*	zinc finger, DHHC-type containing 9	1	−0.57

**Table 2:** Significantly enriched annotations of target genes regulated by *miR-139-3p*.

Description	*p*-Value	FDR	Genes
DNA replication	<0.001	<0.001	*MCM2*, *CHEK1*, *CHAF1B*, *FAM111B*, *GINS2*, *ORC1*, *DNA2*
cell cycle	<0.001	0.006	*HELLS*, *MELK*, *MCM2*, *CHEK1*, *CHAF1B*, *CENPF*, *KIF18B*, *MKI67*, *SPC24*
positive regulation of cellular extravasation	<0.001	0.013	*ADAM8*, *THY1*
integrin-mediated signaling pathway	<0.001	0.013	*ADAM12*, *FERMT1*, *ADAM8*, *THY1*
double-strand break repair via break-induced rep- lication	<0.001	0.027	*MCM2*, *GINS2*
intrinsic apoptotic signaling pathway in response to oxidative stress	0.001	0.041	*MELK*, *PDK1*
negative regulation of the timing of anagen	0.003	0.050	*FERMT1*
DNA replication, Okazaki fragment processing	0.003	0.050	*DNA2*
mitotic spindle assembly checkpoint signaling	0.002	0.050	*CENPF*, *TRIP13*
DNA unwinding involved in DNA replication	0.001	0.050	*MCM2*, *GINS2*
negative regulation of neuron projection regener- ation	0.003	0.050	*THY1*
positive regulation of fibronectin-dependent thy- mocyte migration	0.003	0.050	*ADAM8*
regulation of transcription from RNA polymerase II promoter in response to UV-induced DNA damage	0.003	0.050	*CHEK1*
positive regulation of N-terminal peptidyl-lysine acetylation	0.003	0.050	*SOX4*
DNA replication initiation	0.002	0.050	*MCM2*, *ORC1*
development of primary sexual characteristics	0.003	0.050	*CBX2*
exocrine system development	0.003	0.050	*RAB26*

FDR, false discovery rate.

**Table 3:** *TRIP13*-mediated pathways by Gene Set Enrichment Analysis (GSEA).

Pathway	Enrichment Score	Normalized Enrichment Score	*p*-Value	FDR
KEGG_CELL_CYCLE	0.70	2.60	<0.001	<0.001
KEGG_DNA_REPLICATION	0.75	2.26	<0.001	<0.001
KEGG_PROTEASOME	0.68	2.08	<0.001	<0.001
KEGG_P53_SIGNALING_PATHWAY	0.58	1.96	<0.001	0.002
KEGG_HOMOLOGOUS_RECOMBINATION	0.67	1.93	<0.001	0.002
KEGG_MISMATCH_REPAIR	0.71	1.92	<0.001	0.002

FDR, false discovery rate.

## Data Availability

Publicly available datasets were analyzed in this study. These data can be accessed here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230229 (accessed on 19 September 2023) and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242241 (accessed on 19 September 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15235571/s1, Figure S1: The vector insertion sequence by luciferase-reporter assay; Figure S2: Effects of ectopic expression of *miR-139-5p* and *miR-139-3p* in LUAD cells (A549 and H1299). *, *p* < 0.05; ****, *p* < 0.0001; N.S., not significant; Figure S3: Atipical images of cell migration or cell invasion assays; Figure S4: Expression correlation between *miR-139-3p* and their target genes in LUAD clinical specimens; Figure S5: full-sized images of Western blot analysis (*TRIP13* antibody) following ectopic expressions of *miR-139-3p* in A549 and H1299 cells; Figure S6: full-sized images of Western blotting (*TRIP13* antibody) following the transfection of siRNAs (si*TRIP13*-1, si*TRIP13*-2) in A549 and H1299 cells; Table S1: reagents used in this study; Table S2: information of tissues by immunostaining.

# Supplementary material for: Identification of Tumor-Suppressive miR-139-3p-Regulated Genes: TRIP13 as a Therapeutic Target in Lung Adenocarcinoma
**Source:** Cancers (Basel). 2023 Nov 24;15(23):5571. doi: 10.3390/cancers15235571
**Supplement:** Supplementary file 1

## Slide 1
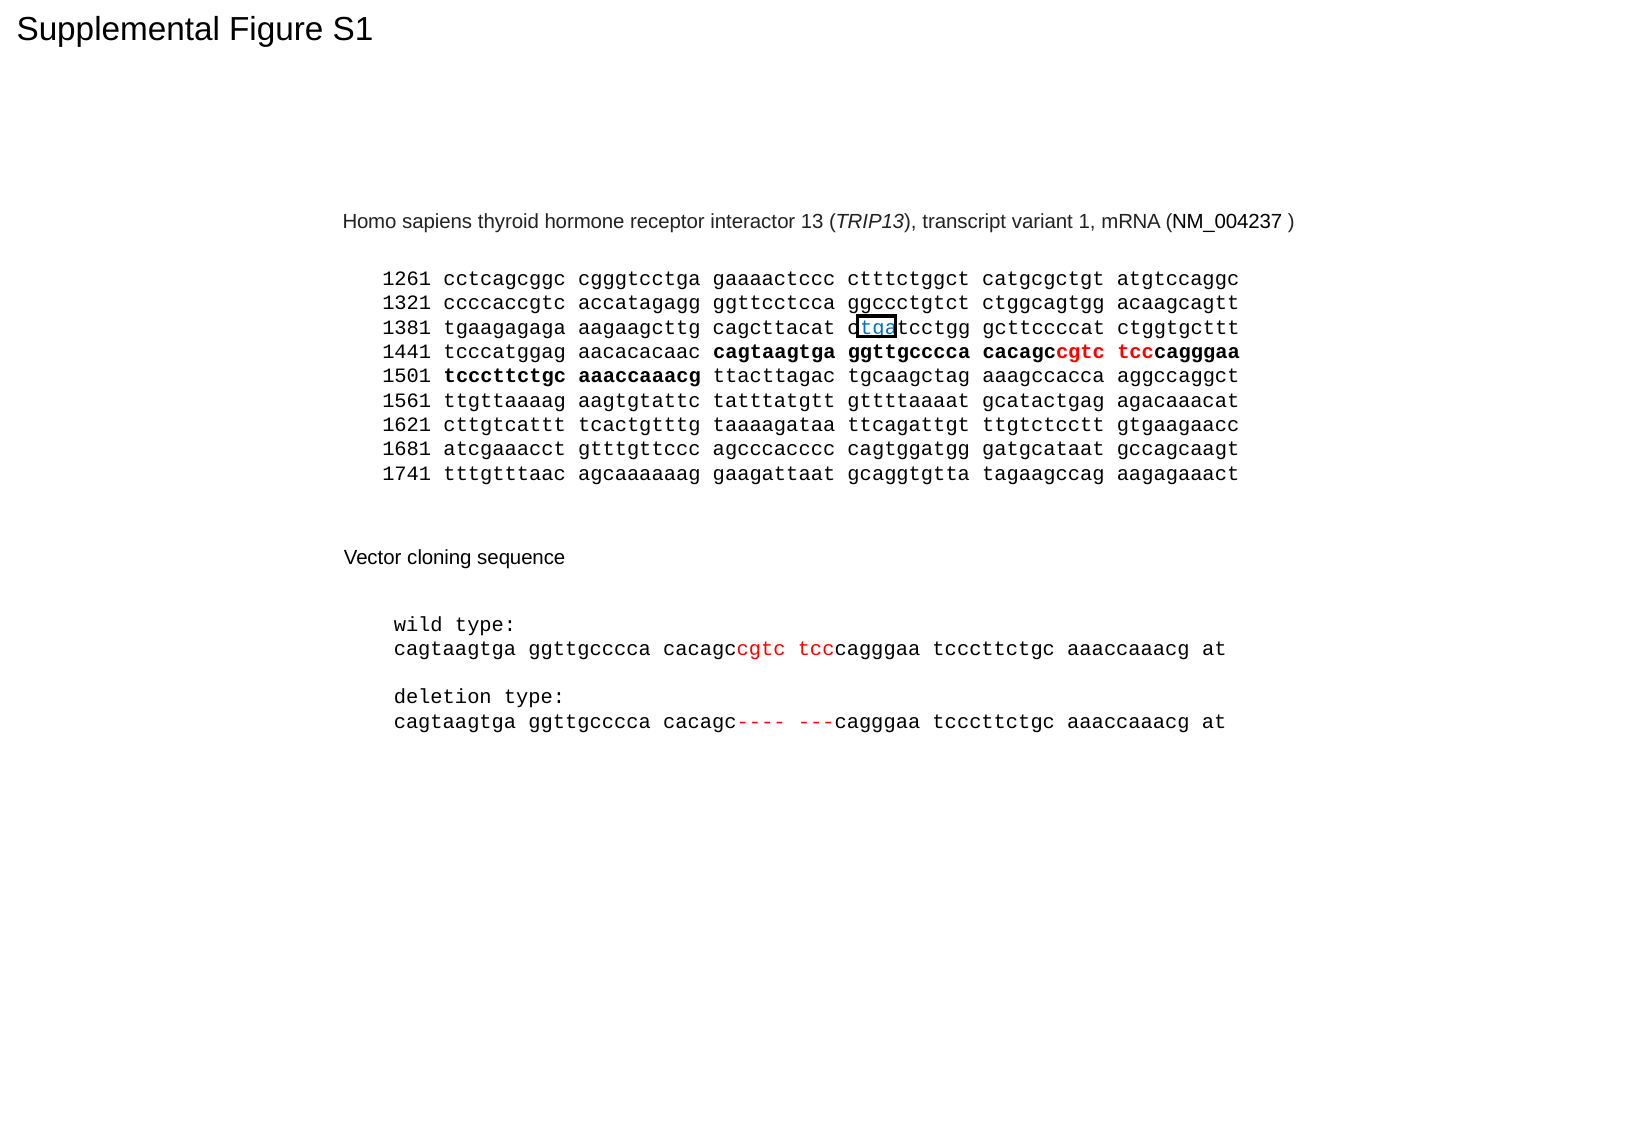

Supplemental Figure S1
Homo sapiens thyroid hormone receptor interactor 13 (TRIP13), transcript variant 1, mRNA (NM_004237 )
 1261 cctcagcggc cgggtcctga gaaaactccc ctttctggct catgcgctgt atgtccaggc
 1321 ccccaccgtc accatagagg ggttcctcca ggccctgtct ctggcagtgg acaagcagtt
 1381 tgaagagaga aagaagcttg cagcttacat ctgatcctgg gcttccccat ctggtgcttt
 1441 tcccatggag aacacacaac cagtaagtga ggttgcccca cacagccgtc tcccagggaa
 1501 tcccttctgc aaaccaaacg ttacttagac tgcaagctag aaagccacca aggccaggct
 1561 ttgttaaaag aagtgtattc tatttatgtt gttttaaaat gcatactgag agacaaacat
 1621 cttgtcattt tcactgtttg taaaagataa ttcagattgt ttgtctcctt gtgaagaacc
 1681 atcgaaacct gtttgttccc agcccacccc cagtggatgg gatgcataat gccagcaagt
 1741 tttgtttaac agcaaaaaag gaagattaat gcaggtgtta tagaagccag aagagaaact
Vector cloning sequence
wild type:
cagtaagtga ggttgcccca cacagccgtc tcccagggaa tcccttctgc aaaccaaacg at
deletion type:
cagtaagtga ggttgcccca cacagc---- ---cagggaa tcccttctgc aaaccaaacg at

## Slide 2
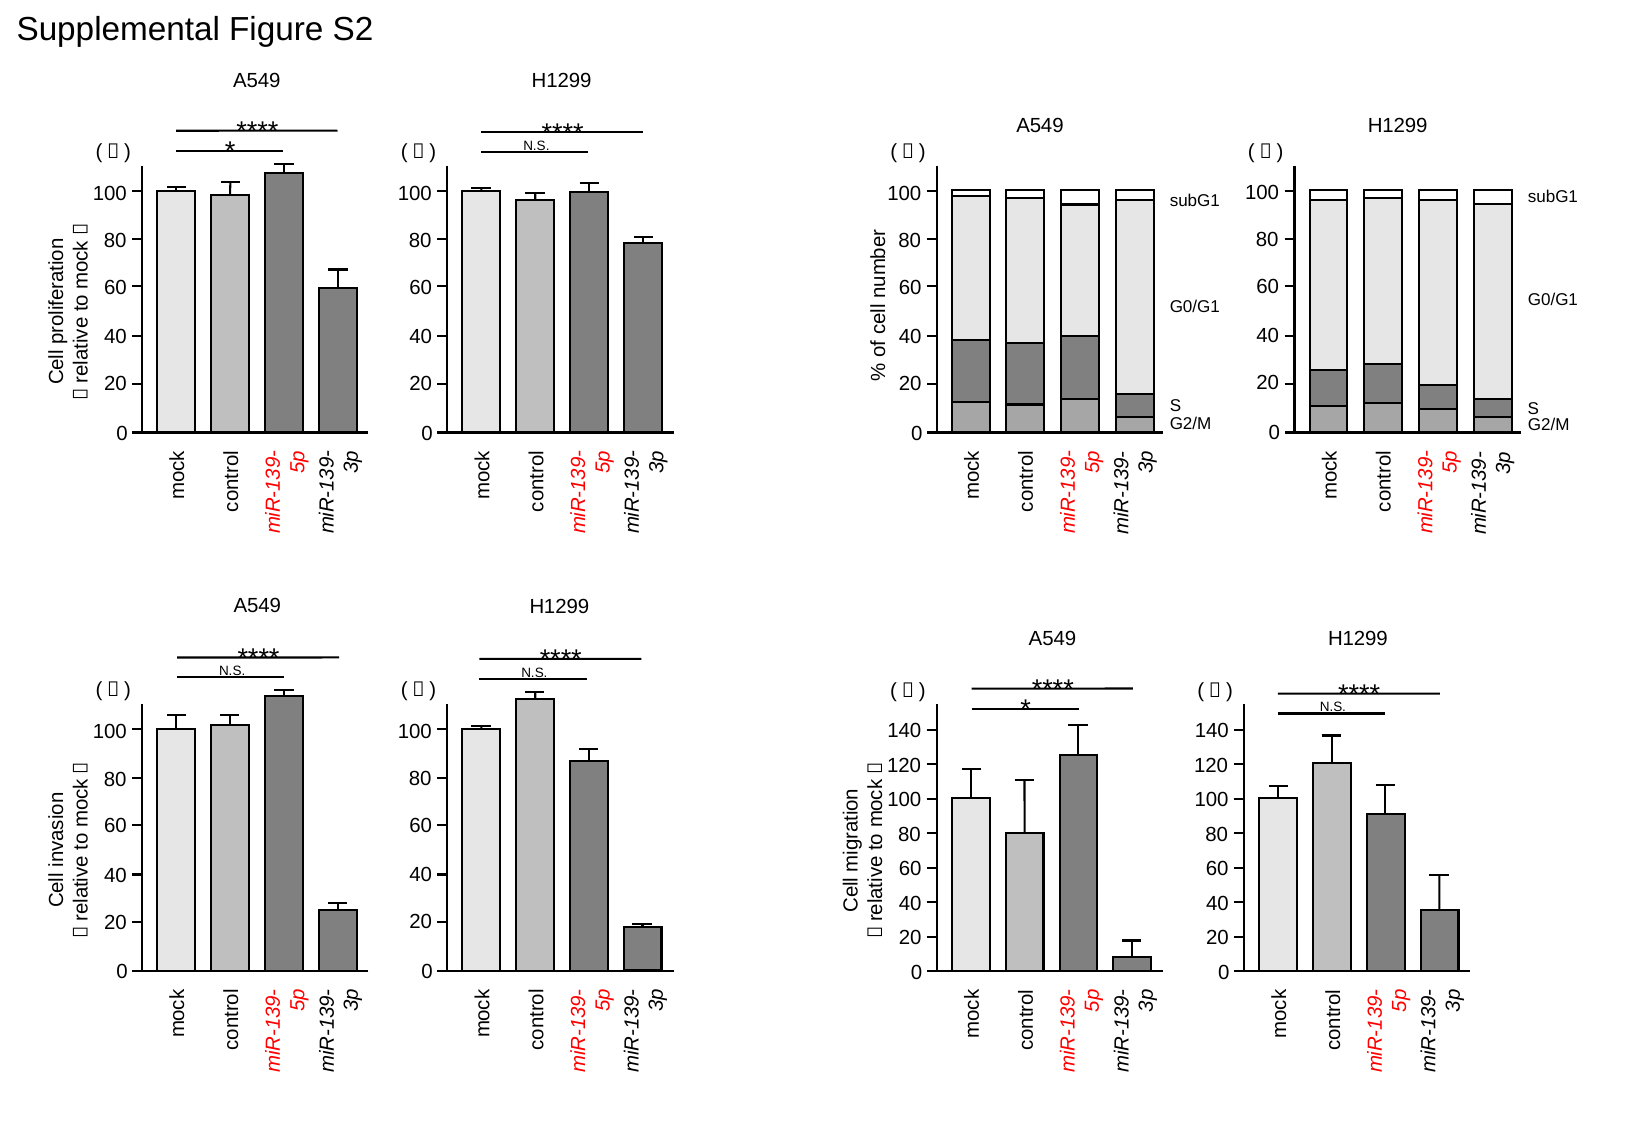

Supplemental Figure S2
A549
****
*
(％)
100
80
60
Cell proliferation
（relative to mock）
40
20
0
mock
control
miR-139-5p
miR-139-3p
H1299
****
N.S.
(％)
100
80
60
40
20
0
mock
control
miR-139-5p
miR-139-3p
A549
(％)
100
subG1
80
60
% of cell number
G0/G1
40
20
S
G2/M
0
mock
control
miR-139-5p
miR-139-3p
H1299
(％)
100
subG1
80
60
G0/G1
40
20
S
G2/M
0
mock
control
miR-139-5p
miR-139-3p
A549
****
N.S.
(％)
100
80
60
Cell invasion
（relative to mock）
40
20
0
miR-139-5p
miR-139-3p
mock
control
H1299
****
N.S.
(％)
100
80
60
40
20
0
mock
control
miR-139-5p
miR-139-3p
H1299
****
(％)
N.S.
140
120
100
80
60
40
20
0
miR-139-3p
mock
control
miR-139-5p
A549
****
(％)
*
140
120
100
80
Cell migration
（relative to mock）
60
40
20
0
miR-139-5p
miR-139-3p
mock
control

## Slide 3
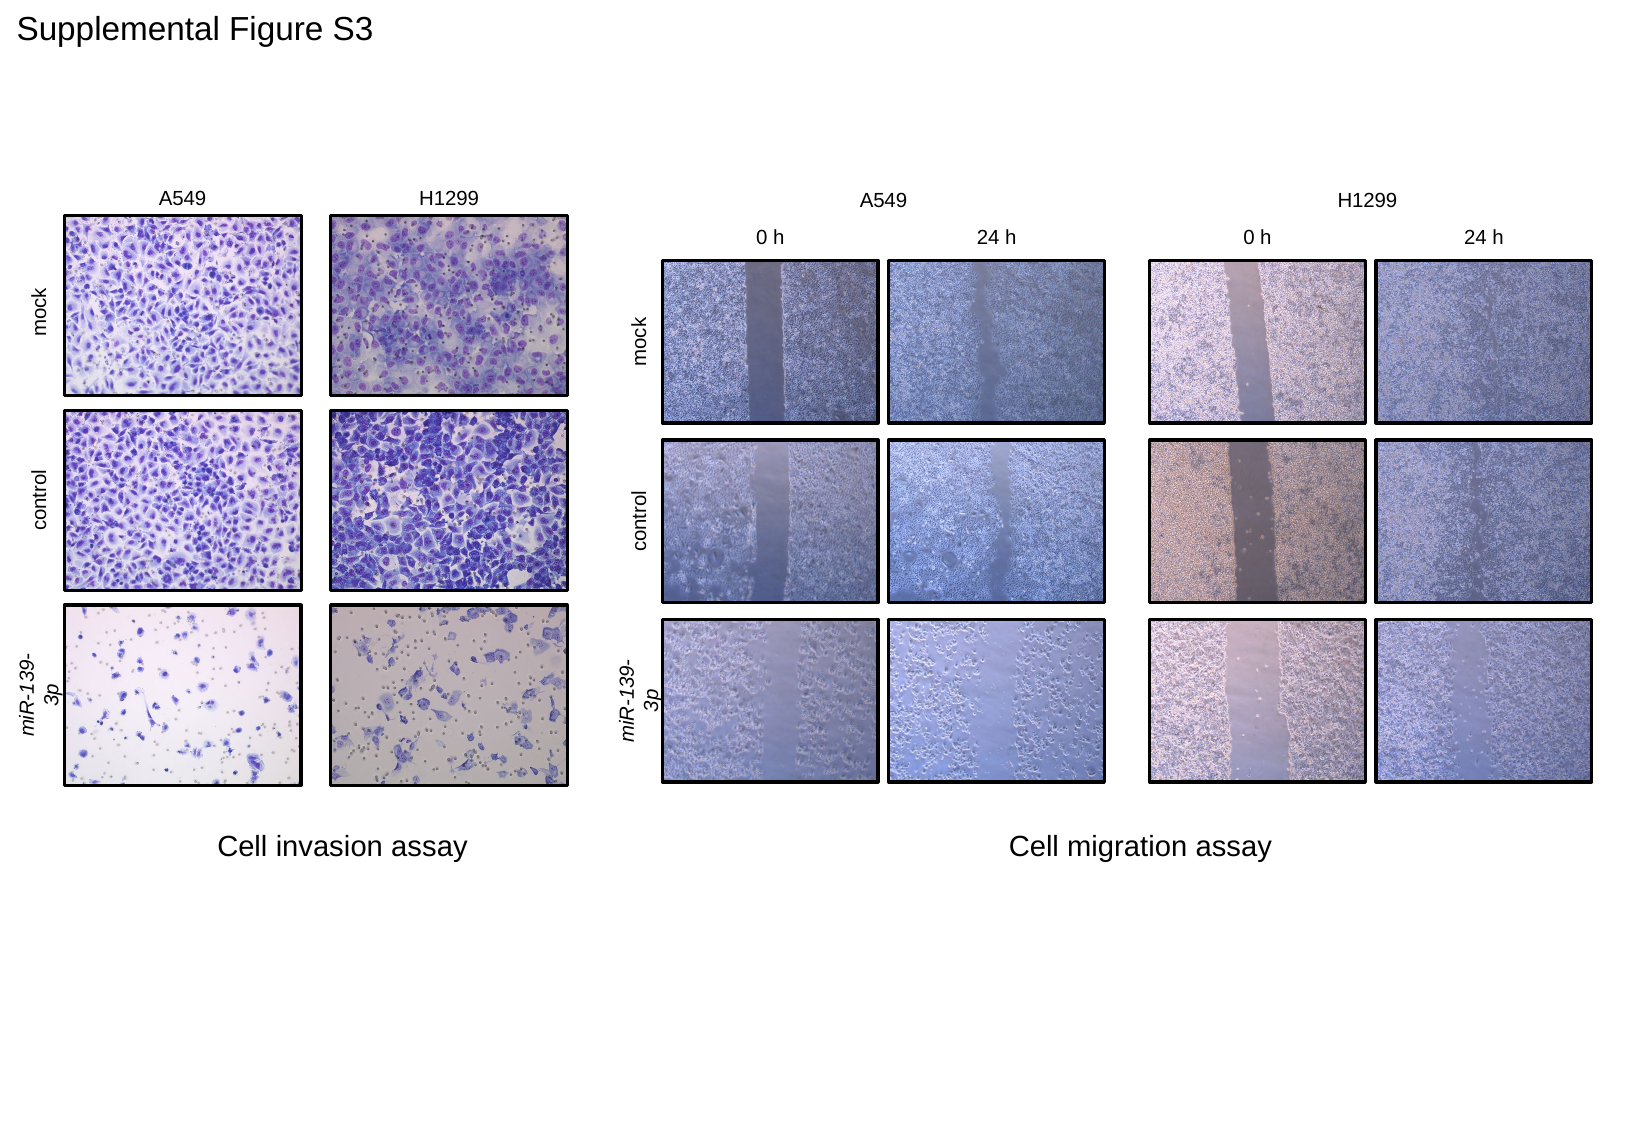

Supplemental Figure S3
A549
H1299
A549
H1299
0 h
24 h
0 h
24 h
mock
mock
control
control
miR-139-3p
miR-139-3p
Cell invasion assay
Cell migration assay

## Slide 4
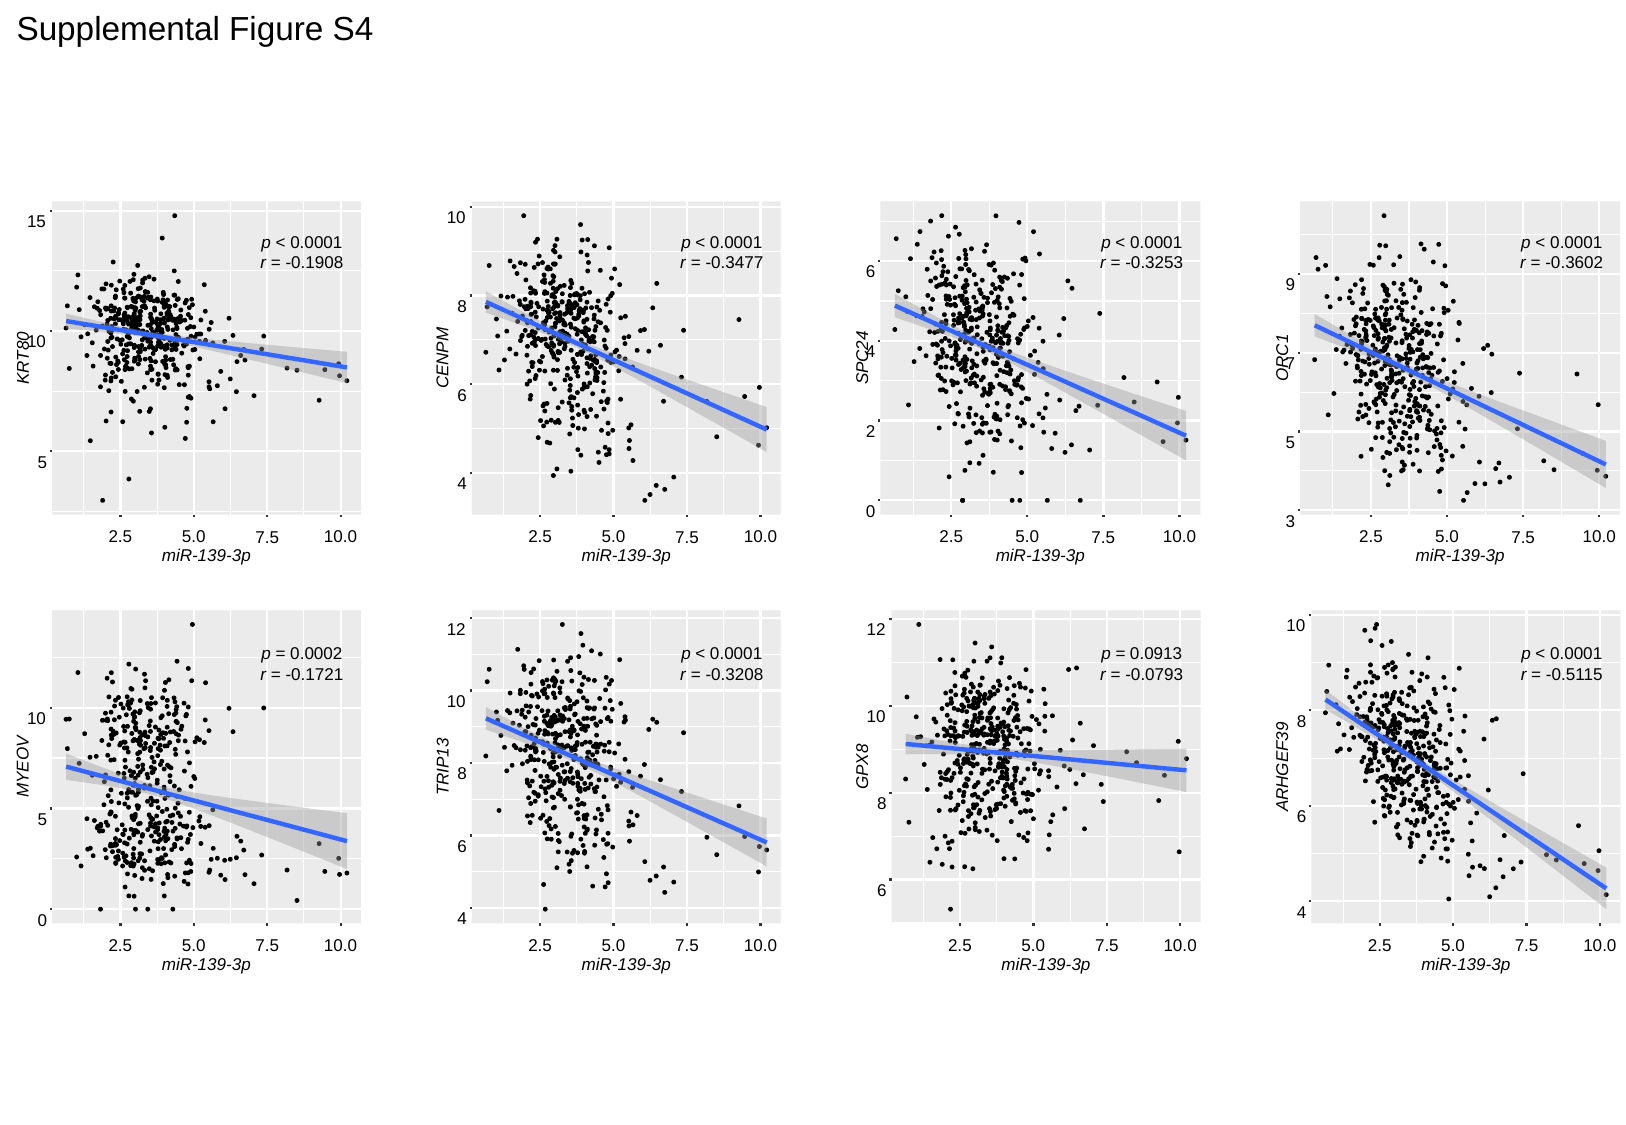

Supplemental Figure S4
15
10
KRT80
5
2.5
5.0
10.0
7.5
miR-139-3p
10
8
CENPM
6
4
2.5
5.0
10.0
7.5
miR-139-3p
6
4
SPC24
2
0
2.5
5.0
10.0
7.5
miR-139-3p
9
7
ORC1
5
3
2.5
5.0
10.0
7.5
miR-139-3p
p < 0.0001
r = -0.1908
p < 0.0001
r = -0.3477
p < 0.0001
r = -0.3253
p < 0.0001
r = -0.3602
10
MYEOV
5
0
2.5
5.0
10.0
7.5
miR-139-3p
12
10
8
TRIP13
6
4
2.5
5.0
10.0
7.5
miR-139-3p
12
10
GPX8
8
6
2.5
5.0
10.0
7.5
miR-139-3p
10
8
ARHGEF39
6
4
2.5
5.0
10.0
7.5
miR-139-3p
p = 0.0002
r = -0.1721
p < 0.0001
r = -0.3208
p = 0.0913
r = -0.0793
p < 0.0001
r = -0.5115

## Slide 5
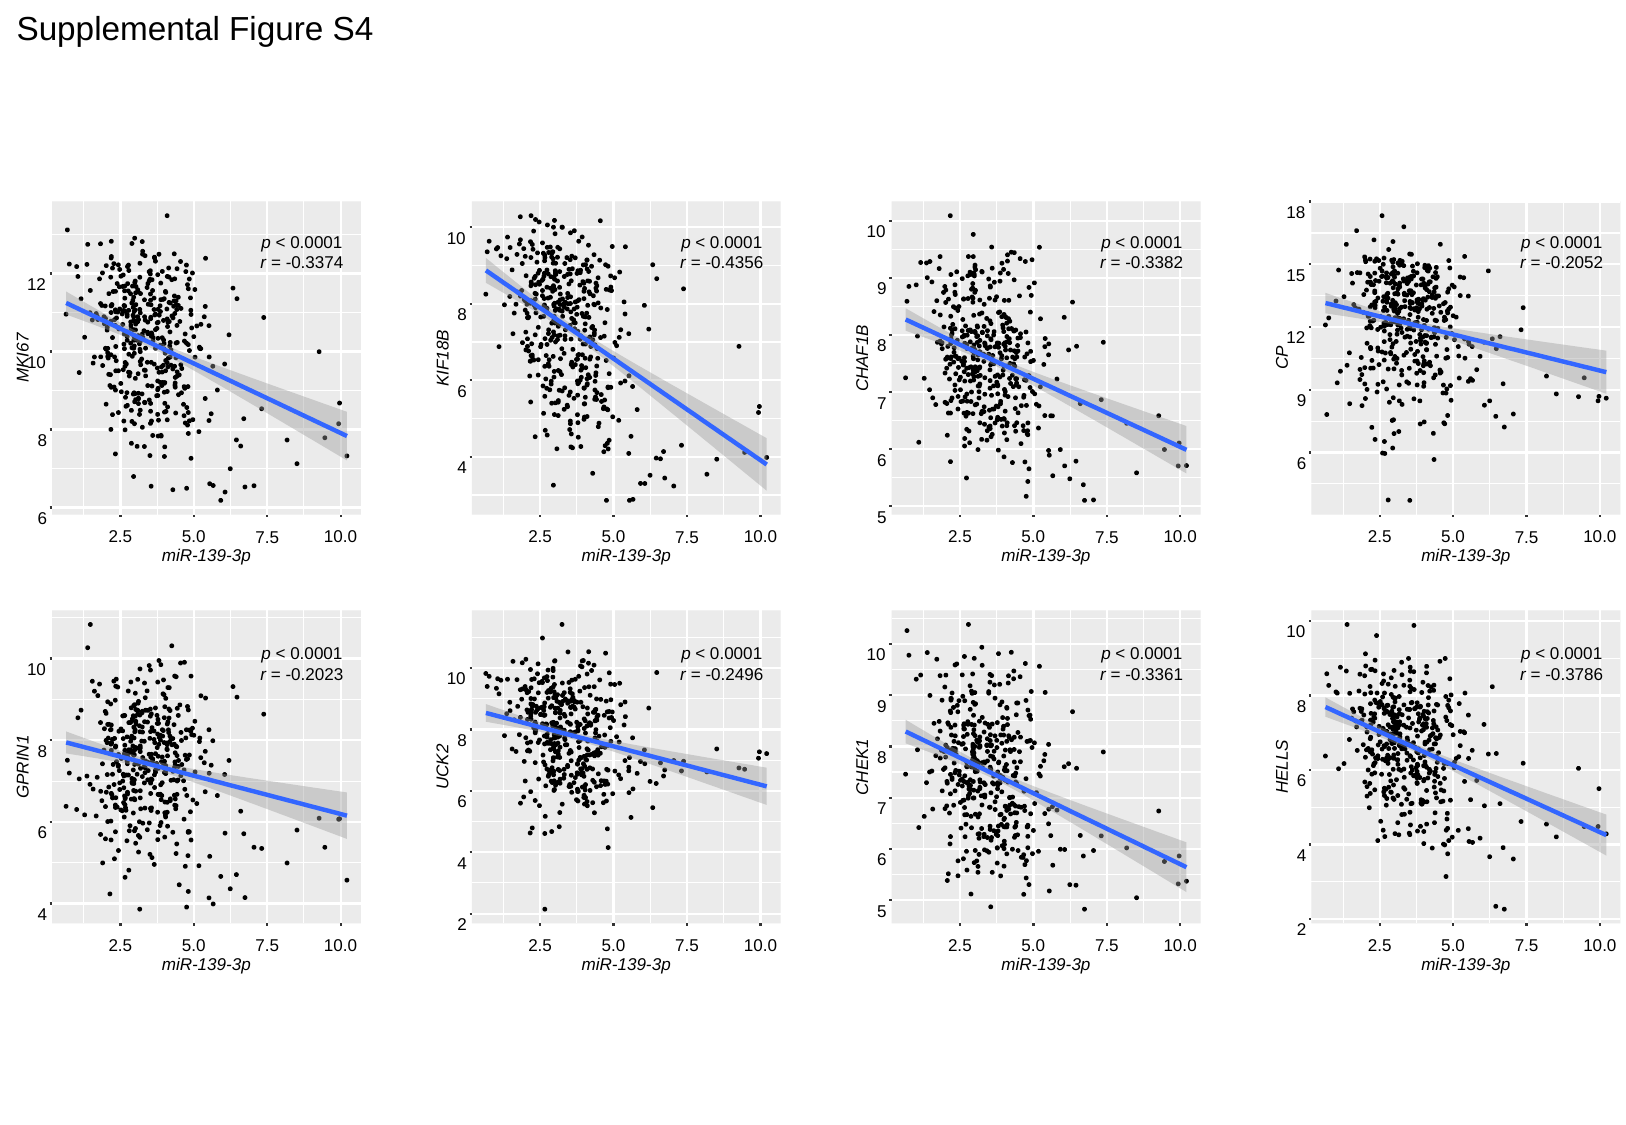

Supplemental Figure S4
12
10
MKI67
8
6
2.5
5.0
10.0
7.5
miR-139-3p
10
8
KIF18B
6
4
2.5
5.0
10.0
7.5
miR-139-3p
10
9
8
CHAF1B
7
6
5
2.5
5.0
10.0
7.5
miR-139-3p
18
15
12
CP
9
6
2.5
5.0
10.0
7.5
miR-139-3p
p < 0.0001
r = -0.3374
p < 0.0001
r = -0.4356
p < 0.0001
r = -0.3382
p < 0.0001
r = -0.2052
10
8
GPRIN1
6
4
2.5
5.0
10.0
7.5
miR-139-3p
10
8
UCK2
6
4
2
2.5
5.0
10.0
7.5
miR-139-3p
10
9
8
CHEK1
7
6
5
2.5
5.0
10.0
7.5
miR-139-3p
10
8
HELLS
6
4
2
2.5
5.0
10.0
7.5
miR-139-3p
p < 0.0001
r = -0.2023
p < 0.0001
r = -0.2496
p < 0.0001
r = -0.3361
p < 0.0001
r = -0.3786

## Slide 6
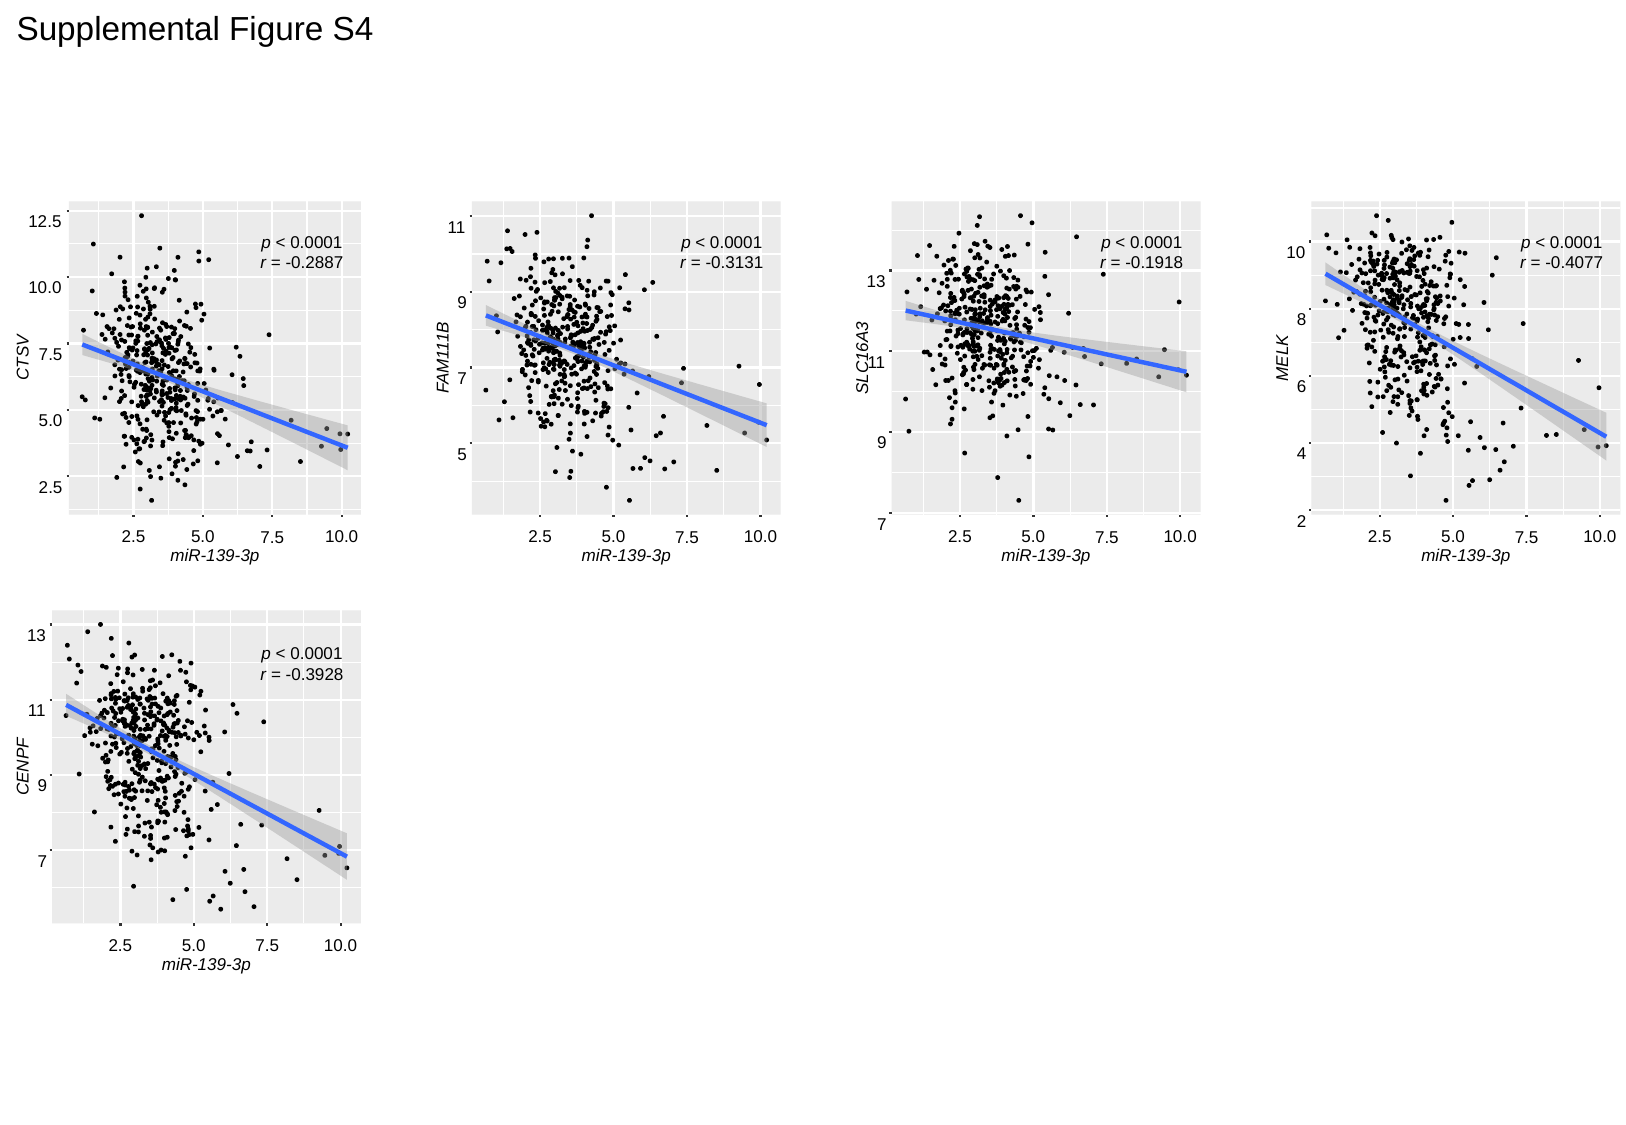

Supplemental Figure S4
12.5
10.0
7.5
CTSV
5.0
2.5
2.5
5.0
10.0
7.5
miR-139-3p
11
9
FAM111B
7
5
2.5
5.0
10.0
7.5
miR-139-3p
13
11
SLC16A3
9
7
2.5
5.0
10.0
7.5
miR-139-3p
10
8
MELK
6
4
2
2.5
5.0
10.0
7.5
miR-139-3p
p < 0.0001
r = -0.2887
p < 0.0001
r = -0.3131
p < 0.0001
r = -0.1918
p < 0.0001
r = -0.4077
13
11
CENPF
9
7
2.5
5.0
10.0
7.5
miR-139-3p
p < 0.0001
r = -0.3928

## Slide 7
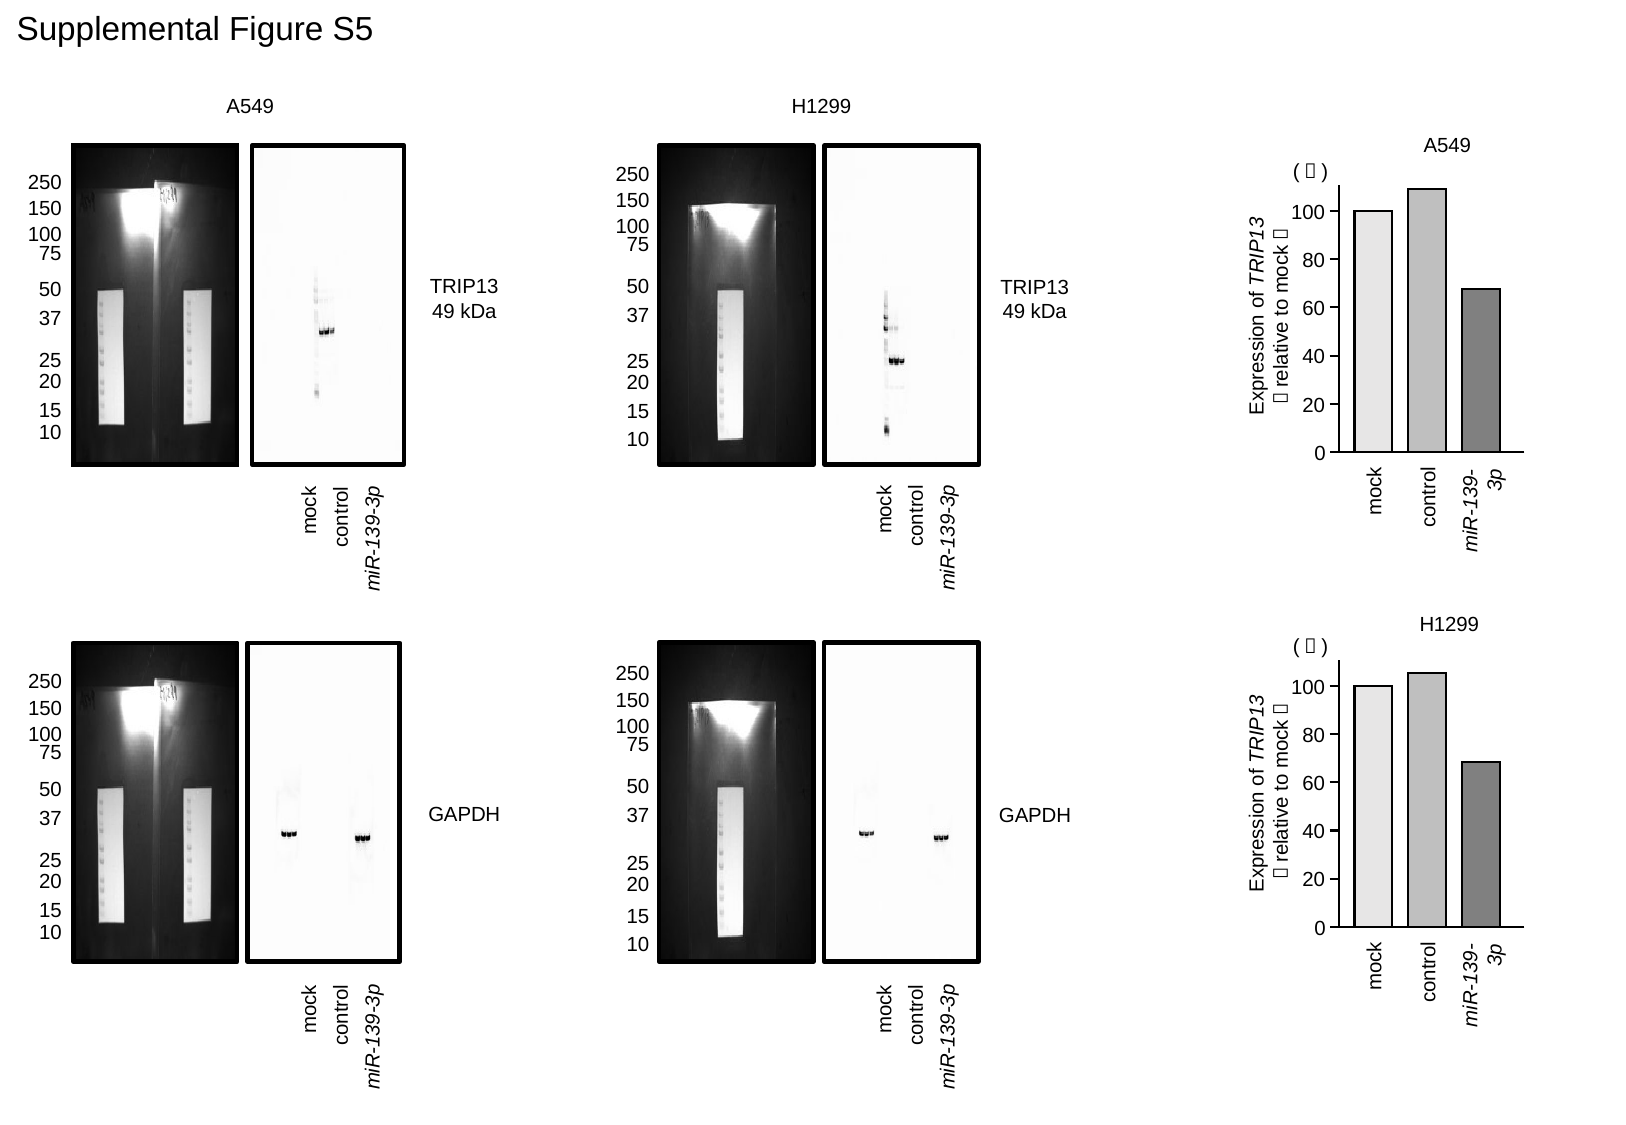

Supplemental Figure S5
A549
H1299
A549
(％)
250
250
150
150
100
100
100
75
75
80
50
TRIP13
49 kDa
TRIP13
49 kDa
50
Expression of TRIP13
（relative to mock）
60
37
37
40
25
25
20
20
20
15
15
10
10
0
mock
control
miR-139-3p
mock
control
miR-139-3p
mock
control
miR-139-3p
H1299
(％)
250
250
100
150
150
100
100
80
75
75
Expression of TRIP13（relative to mock）
60
50
50
GAPDH
37
GAPDH
37
40
25
25
20
20
20
15
15
0
10
10
mock
control
miR-139-3p
mock
control
miR-139-3p
mock
control
miR-139-3p

## Slide 8
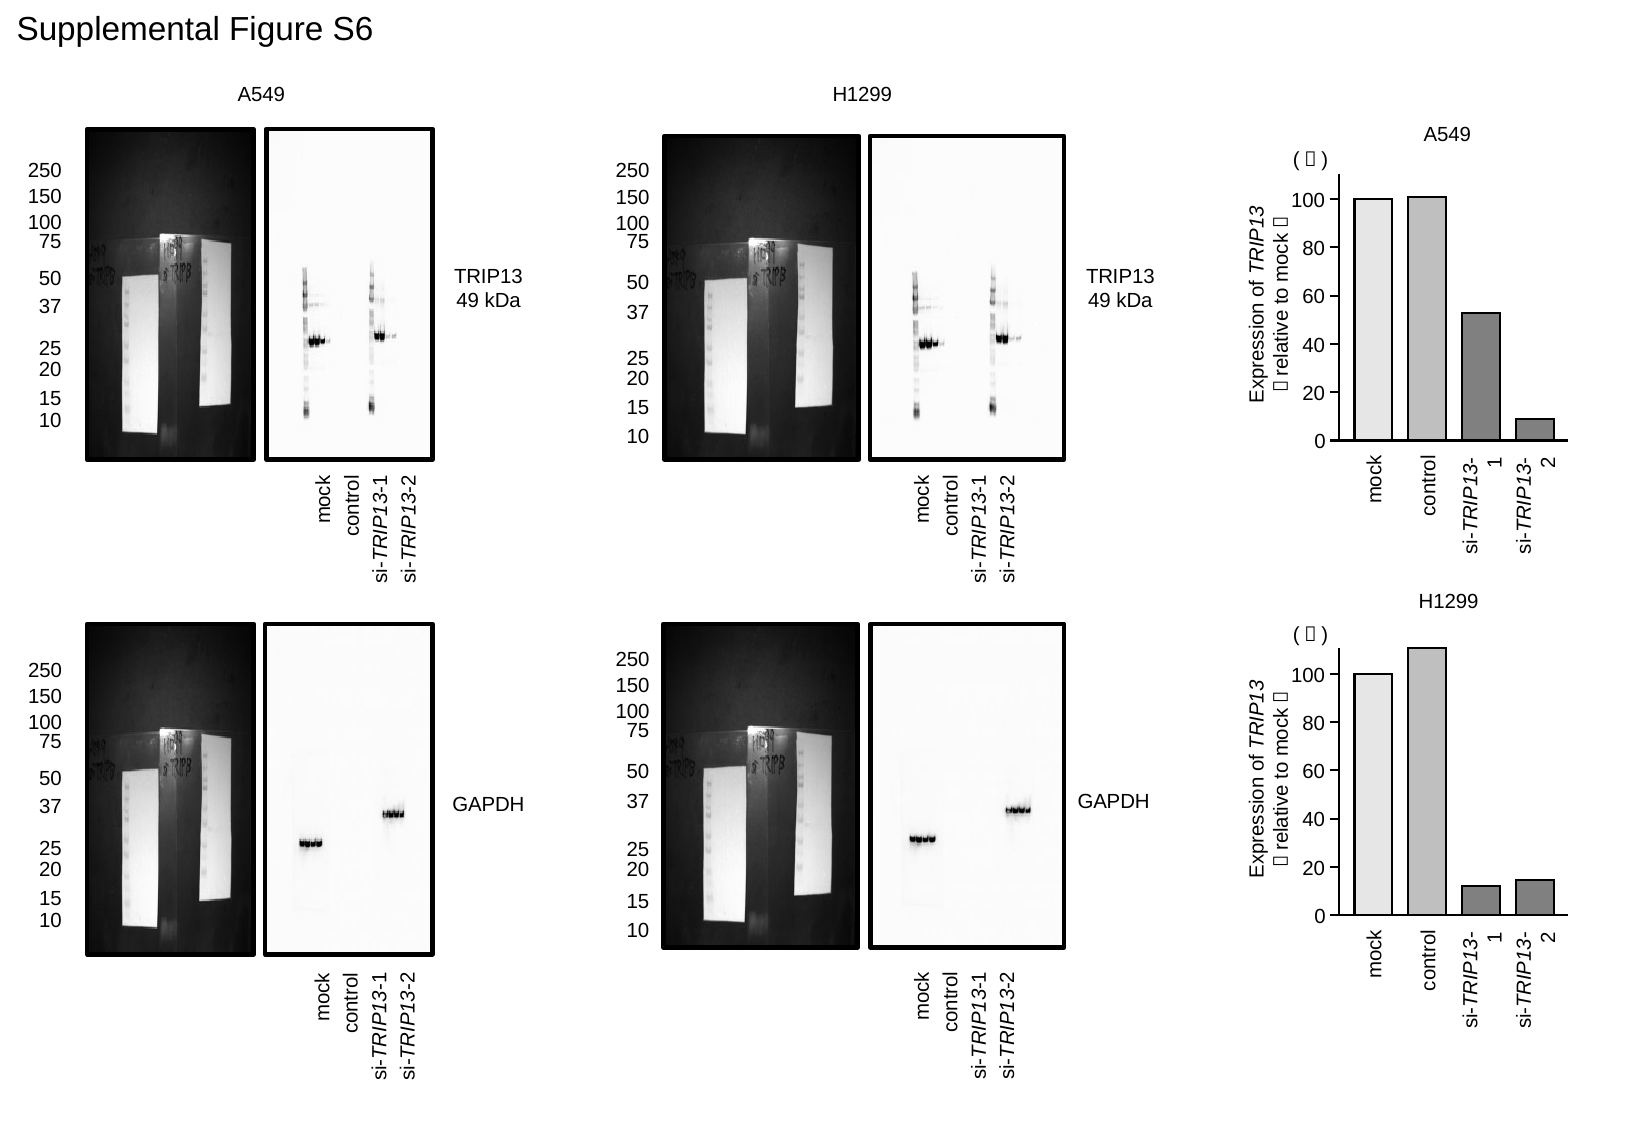

Supplemental Figure S6
A549
H1299
A549
(％)
250
250
150
150
100
100
100
75
75
80
TRIP13
49 kDa
TRIP13
49 kDa
50
50
Expression of TRIP13
（relative to mock）
60
37
37
40
25
25
20
20
20
15
15
10
10
0
mock
control
si-TRIP13-2
si-TRIP13-1
mock
control
si-TRIP13-1
si-TRIP13-2
mock
control
si-TRIP13-1
si-TRIP13-2
H1299
(％)
250
250
100
150
150
100
100
80
75
75
Expression of TRIP13
（relative to mock）
50
60
50
37
GAPDH
GAPDH
37
40
25
25
20
20
20
15
15
0
10
10
mock
control
si-TRIP13-2
si-TRIP13-1
mock
control
si-TRIP13-1
si-TRIP13-2
mock
control
si-TRIP13-1
si-TRIP13-2

How the deposited data were processed for this re-analysis (not part of the article)

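RNA from A549 cells was hybridised to 3 Agilent arrays of 1 colour, 1 array each for mock, *miR-139-5p* and *miR-139-3p* transfection. The doses were 10 nM for both miRNAs, as the methods state for all precursors.

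The authors deposited the intensity of every spot on each array, read by Feature Extraction 12.1.1.1, which subtracted the background and replaced small signals by a positive value, with no normalization between arrays. The same files hold the median intensity of each spot and of its local background. The authors also deposited a table of log2 values per probe. Set against the scanner values, these log2 values were the quantile-normalized log2 signals of the 3 arrays, with spots of one probe averaged, and they were used as an alternative.

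From the spot intensities, the log2 of the processed signal minus the log2 of the 75th percentile of each array over spots other than controls was computed. Outlier spots, 614 on the mock array, 935 on the *miR-139-5p* array and 1526 on the *miR-139-3p* array, were left out. A probe counted as well above background on an array where at least 50% of its spots were. Gene values and bounds followed the rules given with the arrays in the text. Genes were named from the RefSeq accession of each probe through the annotation of assembly GRCh38.p14, with versions removed. The probes were designed on another build, so no coordinate of that annotation is given. Of 25277 probes with an NM accession, 24751 were matched. The 58201 probes carried 47753 names, of which 22439 were RefSeq symbols and 18216 protein-coding genes. *CENPM* was not analysed here.

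The depth of the arrays is given by the signal over background: 49.9% of spots were well above background on the mock array, 48.1% on the *miR-139-5p* array and 53.1% on the *miR-139-3p* array. On 300 probes with 10 spots each, the median SD between spots of one probe was 0.05 on the mock array, 0.05 on the *miR-139-5p* array and 0.06 on the *miR-139-3p* array, on the log2 scale. This is the technical spread within an array and holds no spread between cultures. As each condition had 1 array, no test was made and no p-value is given. The comparisons were *miR-139-3p* against mock and *miR-139-5p* against mock, with a threshold of 0.5 on the log2 scale from Figure 3. Both share the mock array.

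The genes named in the text are those of Table 1, *ELAVL1*, *PDE2A*, *GAPDH*, and the 5 largest rises and 5 largest falls in each comparison among genes with a named symbol and a probe well above background on both arrays. These and 5 gene lists (S phase, G2/M, p53 targets, interferon-stimulated genes, and the cell cycle and DNA replication genes of Table 2) were fixed before the data were examined. The S phase and G2/M lists follow those of the R package Seurat, and the p53 target and interferon lists were compiled from general knowledge of these genes; none of these 4 was checked against a source here. For each list, the median log2 fold change was placed among the medians of 10000 random lists of the same size matched on mean signal in 10 bins, which describes these arrays only.

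In total, 16 alternatives were tried, changing background correction, scaling, the filter on dim probes, the probe taken for a gene, outlier spots, the threshold, the deposited log2 values or the reference, of which 4 were added after the data were seen. The change of reference, to *GAPDH*, was run for *TRIP13* only. Results that need binding sites in the 3′UTR of all genes were not analysed here. The steps from spots to genes and lists were tested on simulated data made from the mock array, with 22306 names run. Of 199 changed genes with a value, 199 were recovered in direction and past the threshold, and 13 of 22067 unchanged names passed it. The changed genes were bright and their changes were set past the threshold, so recovery was near certain. The simulation kept the detection calls of the mock array and held no difference between slides or cultures. It therefore did not exercise the bounds and gives no error rate for these arrays. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for the normexp background correction with an offset of 50.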

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

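The tests of the slide, of hybridization, of culture and RNA preparation and of the scaling of the p53 targets, and the look at ERCC probes, were chosen only after the results were seen; the p53 list and its percentile were set before, but their use against a trend with expression level was not.

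The paper does not report genes higher with *miR-139-3p* or any array result for *miR-139-5p*, and these signals are given because they lie in data it did not analyse. With *miR-139-3p*, 8616 names were above 0.5, more than the 5320 below -0.5. Among protein-coding genes the balance was the other way, with 3108 above 0.5 and 4133 below -0.5. Among genes in the top 25% of signal, 36.5% of the names past either threshold were higher, against 57.7% over all names measured on both arrays, which is consistent with nonspecific signal on dim probes as a source of the excess. Over the scalings the share among all names with a value ran from 45.6% to 70.6%, but a scaling that shifts every value by the same amount moves it by construction, so the part of the scaling stays open. Probes for ERCC RNA point the same way, with 7.91% of their spots well above background on the *miR-139-3p* array against 2.55% on the mock array. The median local background was 16 on the *miR-139-3p* array, 24 on the mock array and 23 on the *miR-139-5p* array. Whether this difference let more dim spots count as well above background was not tested and stays open. The number of mock arrays on the slide of the *miR-139-3p* array was 0, so a difference between slides, cultures or RNA preparations cannot be told apart from the transfection.

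With *miR-139-5p*, 2732 names were below -0.5 and 2418 were above 0.5. These arrays shared a slide. No biological explanation was tested for these genes, and without a replicate array their number has no chance level to stand beside.

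The 25 p53 targets had a median log2 fold change of 1.65 with *miR-139-3p*, and 1 of them was lower than in mock. The percentile of this median among random lists matched on mean signal was 100, which argues against a trend with expression level. The lowest median over the scalings was 1.42, which argues against the scaling. The largest difference of a spike-in probe between the *miR-139-3p* and mock arrays was -0.283, which argues against uneven hybridization or scanning of the slides. Another culture or RNA preparation stays open, with 0 replicate arrays, and cannot be told apart from the transfection. With *miR-139-5p* the median of the same list was -0.37, at percentile 0.01, and the comparisons share the mock array.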

How the results depend on the processing

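The alternative with normexp background correction, that with the lowess trend removed, that with the deposited log2 values and the lowest probe and that relative to *GAPDH* were chosen after seeing the data; the normexp correction planned on mean spot signals was not run, and median spot signals were used in its place. Results on binding sites in the 3′UTR, with their alternatives, were not run. No paired analysis was possible because the results come from no test and each condition had 1 array. For single genes and lists, a value was taken as moved when it changed by more than the median SD between probes of a gene, 0.28 for *miR-139-3p* and 0.15 for *miR-139-5p*.

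With a threshold of 1, the numbers of genes with *miR-139-3p* were 2223 lower and 4145 higher, those with *miR-139-5p* 515 lower and 424 higher, and 1 of the Table 1 genes was past the threshold with *miR-139-5p*; a stricter threshold lowers counts by construction. With normexp, 3264 names were lower and 2825 higher with *miR-139-3p*, 727 lower and 588 higher with *miR-139-5p*, and *TRIP13* was at -1.38 with *miR-139-3p*; the offset of 50 added to each signal pulls fold changes toward 0 by construction, and other causes were not tested. Without a filter on dim probes, 13736 names were higher with *miR-139-3p*, and 5328 were lower and 5809 higher with *miR-139-5p*, where 47122 names had a value in place of 22555. With E1A spike-in scaling, 1750 names were lower and 3745 higher with *miR-139-5p*, since this scaling raises every log2 fold change of that comparison by the same amount. With the deposited log2 values and the lowest probe, *TRIP13* was at -2.52, the lower of its 2 probes in those values. The other, annotated to the transcript printed in Figure S1, was at -1.87. Relative to *GAPDH*, *TRIP13* was at -1.57, since *GAPDH* itself was lower. *ADAM8* changed sign with *miR-139-3p*, to -0.091 with the lowest probe of a gene and to -0.67 with the deposited log2 values and the lowest probe, since that probe is the 1 of its 3 that was lower.

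The share of higher names among those past the threshold with *miR-139-3p* was 61.8%, and 50.3% with quantile normalization, 47.2% without scaling and 45.6% with spike-in scaling, but 70.6% with the 75th percentile over probes detected on all arrays. With *miR-139-5p* it was 47.0%, 34.7% without scaling and 68.2% with spike-in scaling. The median of names measured on both arrays was 0.09 with *miR-139-3p* and moved to -0.14 with spike-in scaling, -0.12 without scaling and 0.23 with the 75th percentile over probes detected on all arrays. With *miR-139-5p* it was 0.01 and moved to 0.14 with spike-in scaling.

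*TRIP13* stayed below -0.5 with *miR-139-3p* in every setting run for it, between -2.52 and -1.38. Of the other values for single genes and lists, 785 stayed within the SD between probes and 105 moved, 60 of them farther from 0, 36 nearer to 0 and 9 to the other side of 0, and 2 reversed, those of *ADAM8* given here. Signal over background limits *LAD1*, *DIO2* and *MZB1*, which have bounds, and dim probes in general: 3185 of 24360 names have a bound with *miR-139-3p*.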

Differences from the paper's values

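The settings with normexp, with the lowess trend removed, with the deposited log2 values and the lowest probe and relative to *GAPDH* were chosen only after the results were seen. The error used here is the median SD between probes of a gene, 0.28 on the log2 scale, as there is no replicate array. The paper's values are those of Table 1 for *miR-139-3p*, and 11 alternatives set before the data were examined were compared, of which the one that keeps only probes detected on both arrays gives a value for 48 of the 51 genes. For 32 of 51 genes the measured value lay within this error of the paper's, and for another 3, *LAD1*, *DIO2* and *MZB1*, the value is a bound that the paper's value does not contradict. The other 16 differ and are given here. With the alternatives, 10 genes differ with the lowest probe of a gene, 12 with quantile normalization, 22 with the 75th percentile over probes detected on all arrays, and 26 with E1A spike-in scaling and 26 without scaling.

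For *SPC24* the value was -2.26 and the paper's -2.7, for *DNA2* -1.38 and the paper's -1.7, for *CP* -1.12 and the paper's -1.61, and for *SLFN13* -0.27 and the paper's -0.63. For these genes the alternatives with quantile normalization, E1A spike-in scaling, no scaling and the deposited log2 values fell within the error, and the other 7 did not. For *SRPX2* the value was -1.13 and the paper's -1.41, and the same alternatives and the median over probes detected on all arrays fell within the error, but not the others.

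For *TRIP13* the value was -2.12 and the paper's -2.53, and E1A spike-in scaling and no scaling fell within the error, but not the other 9. For *GPX8* the value was -1.95 and the paper's -2.42, and both of these and the lowest probe of a gene fell within it, but not the others. For *FERMT1* the value was -0.57 and the paper's -1.22, and only the brightest and the lowest probe of a gene fell within it.

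For *ADAM12* the value was 0.076 and the paper's -4.61, for *KIF18B* -0.50 and the paper's -1.96, for *CABYR* -0.88 and the paper's -1.96, and for *ADAM8* 1.17 and the paper's -1.13. For these genes only the lowest probe of a gene did not go against the paper's value, as a bound. For *HES6* the value was 0.074 and the paper's -0.6, and only the lowest probe of a gene fell within the error.

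For *ARHGEF39* the value was -1.60 and the paper's -2.35, for *TMEM184A* -0.83 and the paper's -2.1, and for *WNK2* -0.42 and the paper's -0.97, and none of the 11 alternatives fell within the error. With the deposited log2 values and the lowest probe of a gene, 1 of the 51 genes differed, *MKI67*, and all genes named above fell within the error or had a bound that the paper's value does not contradict. With the lowess trend removed, *SPC24*, *DNA2*, *CP*, *SRPX2* and *SLFN13* fell within the error.

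*TRIP13* was at 23.0% of mock on the arrays, and the paper's value by real-time PCR is about 53% in Fig. 6A, read by eye. None of the 11 alternatives fell within 1.5 times of it, and normexp gave 38.5%, which did. The caption of Figure 6 names *GAPDH* as the internal control, and relative to *GAPDH*, *TRIP13* was at 33.6% of mock on the arrays, nearer but not within 1.5 times.

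Figure 3 and Table 1 present all 52 genes as lower with *miR-139-3p*. Of the 51 found, 48 were lower with the 75th percentile scaling, and *ADAM8*, *ADAM12* and *HES6* were not. The sign of all 3 depends on the setting. *ADAM8* was at -0.091 with the lowest probe of a gene, as a bound. *ADAM12* was at -0.47 with quantile normalization, -0.16 with E1A spike-in scaling and -0.13 without scaling, and with the lowest probe of a gene its bound was -2.56. *HES6* was at -0.16 with E1A spike-in scaling and -0.13 without scaling. It was at -0.36 with the lowest probe of a gene and -0.04 with the brightest, but at 0.05 with quantile normalization.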

Other observations

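The tests of hybridization, of culture and RNA preparation and of the overlap with predicted targets, and the setting with the lowess trend removed, were chosen only after the results were seen.

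The log2 fold changes spread wider for *miR-139-3p* than for *miR-139-5p*, with a ratio of SDs of 2.03. The ratio was 2.29 in the top 25% of signal, 1.97 with the lowess trend on signal removed and 2.08 with quantile normalization, which argues against noise of dim probes, a trend with intensity and unequal distributions as the whole source. Over 7 spike-in probes, the SD of the difference between the *miR-139-3p* and mock arrays was 0.13, with values from -0.28 to 0.15. It was 0.03 between the *miR-139-5p* and mock arrays, which shared a slide, so the spike-in probes spread wider across slides. For 13818 genes in the same range of signal it was 0.89 with *miR-139-3p*, above the upper 95% limit of 0.29 for the spike-in probes. This argues against hybridization or scanning as the main source. Another culture or RNA preparation stays open, with 0 replicate arrays, and cannot be told apart from the transfection.

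The S phase list had a median log2 fold change of -1.52 with *miR-139-3p*, with 43 of 43 genes lower, and the G2/M list -1.37, with 53 of 53 lower. Both medians were at percentile 0 among random lists matched on mean signal, which argues against a trend with expression level, and the highest median over the scalings was -1.23, which argues against the scaling. Without the Table 1 genes, which the study picked on these arrays, the medians were -1.51 over 40 genes and -1.37 over 51 genes. With *miR-139-5p* the medians were -0.05 and 0.09, at percentiles 23.6 and 95.5. The largest difference of a spike-in probe was -0.283, which argues against uneven hybridization or scanning of the slides. Another culture, for example of another density, or RNA preparation cannot be told apart from the transfection, with 0 replicate arrays. The interferon-stimulated list was at -0.11 over 18 genes with *miR-139-3p*, at percentile 20.5, and at 0.03 over 16 genes with *miR-139-5p*, at percentile 63.8. The Table 2 list was at percentile 0 with *miR-139-3p* and at percentile 29.2 with *miR-139-5p*.

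The paper's numbers put 1108 of 3145 predicted targets, 35.2%, among the lower genes. Among all protein-coding genes with a value, 30.5% were lower, and 36.9% with the deposited log2 values and the lowest probe of a gene, a setting chosen after seeing the data. Of all protein-coding genes on the array, with or without a value, 22.7% were lower, and 27.8% with that setting. Whether the overlap exceeds chance is left open, as the predicted targets were not analysed here and their share among genes with a value is not given.

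For 50 of 51 Table 1 genes, the difference of 1 probe in the deposited log2 values lay within 0.015 of the paper's value. Of the 51 genes, 22 had 2 or more probes, and the paper's value was that of the lowest probe for 18 of them. The gene without a matching probe, *MKI67*, is among the 22. Over all genes with a symbol, 163 had probes past the threshold in both directions with *miR-139-3p* and 13 with *miR-139-5p*.

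The largest falls with *miR-139-3p* were in *KRT4* at -4.33, *IGFBP1* at -3.99, *COX8A* at -3.93 over 2 probes, *SLC2A1* at -3.88 and *NRGN* at -3.85. The largest rises were in *GRIN2C* at 4.69, *PLA2G4C* at 3.93, *DNAI3* at 3.77, *SCARNA20* at 3.77 and *PINCR* at 3.71. With *miR-139-5p*, the largest falls were in *LCN2* at -3.21, *HMOX1* at -2.74, *TNNC1* at -2.66, *PDZK1IP1* at -2.61 and *WNT6* at -2.57. The largest rises were in *LEFTY1* at 2.83, *EGR1* at 2.60, *TMEM45A* at 2.45, *SCARNA14* at 2.44 and *SCARNA11* at 2.38. Several of these genes changed in the same direction in the other comparison. With *miR-139-3p*, *LCN2* was at -3.36, *WNT6* at -1.39, *PDZK1IP1* at -1.24, *SCARNA11* at 3.14, *EGR1* at 2.65 and *SCARNA14* at 2.40, and with *miR-139-5p*, *KRT4* was at -1.45 and *SCARNA20* at 1.86. Others went the opposite way, some of them within the SD between probes. With *miR-139-5p*, *GRIN2C* was at -1.55, *PLA2G4C* at -1.30, *SLC2A1* at 0.58 and *IGFBP1* at 0.14. As bounds, *PINCR* was at -0.58 and *DNAI3* at -0.45. With *miR-139-3p*, *HMOX1* was at 0.29, *TNNC1* at 0.14, *TMEM45A* at -0.11 and, as a bound, *LEFTY1* at -0.27. *COX8A* at -0.24 and *NRGN* at -0.29 with *miR-139-5p* kept their direction. Both comparisons share the mock array. All of these genes but *COX8A* rest on 1 probe, and the size of many depends on the setting: over all settings *GRIN2C* ranged from 0.65 to 4.83, *DNAI3* from 1.38 to 3.91 and *PINCR* from 1.34 to 3.85 with *miR-139-3p*, and *LEFTY1* from 0.61 to 2.96, *WNT6* from -2.64 to -0.62 and *PDZK1IP1* from -2.68 to -0.56 with *miR-139-5p*. None of the 20 values changed sign over the settings.

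*GAPDH*, an internal control of the study, was at -0.55 with *miR-139-3p*, between -0.78 and -0.41 over all settings, and at -0.06 with *miR-139-5p*, where its sign changed between settings, from -0.21 to 0.07. *ELAVL1* was at -0.51 with *miR-139-3p*, between -0.74 and -0.30.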
